# Transcriptome reprogramming during severe dehydration contributes to physiological and metabolic changes in the resurrection plant *Haberlea rhodopensis*

**DOI:** 10.1186/s12870-018-1566-0

**Published:** 2018-12-13

**Authors:** Jie Liu, Daniela Moyankova, Chih-Ta Lin, Petko Mladenov, Run-Ze Sun, Dimitar Djilianov, Xin Deng

**Keywords:** Desiccation tolerance, *Haberlea rhodopensis*, Hormone signaling pathway, Primary and secondary metabolism, Resurrection plant, Transcriptome

## Abstract

**Background:**

Water shortage is a major factor that harms agriculture and ecosystems worldwide. Plants display various levels of tolerance to water deficit, but only resurrection plants can survive full desiccation of their vegetative tissues. *Haberlea rhodopensis*, an endemic plant of the Balkans, is one of the few resurrection plants found in Europe. We performed transcriptomic analyses of this species under slight, severe and full dehydration and recovery to investigate the dynamics of gene expression and associate them with existing physiological and metabolomics data.

**Results:**

De novo assembly yielded a total of 142,479 unigenes with an average sequence length of 1034 nt. Among them, 18,110 unigenes were differentially expressed. Hierarchical clustering of all differentially expressed genes resulted in seven clusters of dynamic expression patterns. The most significant expression changes, involving more than 15,000 genes, started at severe dehydration (~ 20% relative water content) and were partially maintained at full desiccation (< 10% relative water content). More than a hundred pathways were enriched and functionally organized in a GO/pathway network at the severe dehydration stage. Transcriptomic changes in key pathways were analyzed and discussed in relation to metabolic processes, signal transduction, quality control of protein and DNA repair in this plant during dehydration and rehydration.

**Conclusion:**

Reprograming of the transcriptome occurs during severe dehydration, resulting in a profound alteration of metabolism toward alternative energy supply, hormone signal transduction, and prevention of DNA/protein damage under very low cellular water content, underlying the observed physiological and metabolic responses and the resurrection behavior of *H. rhodopensis*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-018-1566-0) contains supplementary material, which is available to authorized users.

## Background

Environmental stress, especially drought, place limitations on plant distribution and crop production worldwide. Intensive breeding efforts, based on crosses with wild drought-tolerant relatives as potential sources of useful traits, are underway. At the same time, interest in a small group called resurrection plants is increasing, as these plants can withstand long periods of almost full desiccation and recover their vegetative system activities quickly and fully upon rehydration. This makes them useful models to study desiccation tolerance and potential sources of genes, related to these important phenomena [1–4]. Further efforts are needed to elucidate the mechanisms of desiccation tolerance in resurrection plants as a sustained dynamic process.

The Balkan endemic *Haberlea rhodopensis*, one of the few species of resurrection plants, native to Europe, has been the subject of intensive genetic studies in recent years [5–7]. Transcriptomic analysis of *H. rhodopensis* gene expression under conditions of normal watering, dehydration (50% relative water content; RWC), full desiccation (5% RWC) and rehydration has been performed previously [5]. We have shown that the dynamics of desiccation tolerance can be characterized by numerous changes in various processes at additional important time points during drying: the stages of slight (~ 65–75%) and severe (20–25% RWC) dehydration [8]. For example, at the onset of drying (at 75% RWC), an approximately 25-fold increase in jasmonic acid (JA) [9] occurs, coinciding with the start of the decrease in photosynthetic performance [10]. On the other hand, oxygen evolution in leaves of *H. rhodopensis* did not decrease until 20% RWC [8]. Our studies revealed that the levels of numerous compounds changed dramatically during desiccation, particularly before or around the severe dehydration stage (25% RWC), including total phenols, sugars, total glutathione, malondialdehyde, sucrose/fructose ratio, abscisic acid (ABA), salicylic acid (SA) and starch levels [9, 11, 12]. Dramatic changes in photosynthetic performance and energy supply, such as ATP and glycolytic intermediates, were also observed at this stage of dehydration [9–12]. This time point appears to be of crucial importance, as non-resurrection plants related to *H. rhodopensis* tolerated the loss of almost two-thirds of their water content, whereas further drying to 20% RWC was irreversible [11].

In an attempt to dissect the dynamic transcriptional regulation events preceding the dramatic physiological and metabolic changes that occur during desiccation in *H. rhodopensis*, we performed de novo transcriptome sequencing at new time points during drying from the fully hydrated to desiccated state: slight and severe dehydration stages.

## Results

### Transcriptome sequencing and assembly

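Leaf RNA of Haberlea rhodopensis was profiled by RNA-seq at 5 stages with 2 libraries each: regularly watered plants (F), slight dehydration (D75), severe dehydration (D20), the dry state (DT) and rehydrated plants (R). The paper gives relative water contents (RWC) of 90% in F and R, 75% at D75, 20% at D20 and 6% at DT, and the sample labels give about 100% for F and R, about 75% for D75, about 20% for D20 and less than 5% for DT. At least 4 independent plants were taken per sampling point, and how they were divided over the libraries is not stated. The authors made the libraries with the TruSeq RNA kit, sequenced pairs of 150-base reads on a HiSeq instrument, trimmed them with SeqPrep and Sickle, assembled them de novo with Trinity, and obtained FPKM with RSEM. Their table holds whole fragments and FPKM per unigene (an assembled transcript) and library. Fragments on unigenes number 8707220 and 4522835 in F replicates 1 and 2, 12192865 and 12638663 at D75, 12539577 and 12734565 at D20, 9107949 and 9683216 at DT, and 8570553 and 8725660 at R. Fragments as deposited were tested with edgeR's quasi-likelihood test over all 10 libraries, with TMM scaling, for the 85267 unigenes with an FPKM of at least 1 in at least 2 libraries. Adjusted p-values are Benjamini-Hochberg values from that test unless another tool is named. A differentially expressed gene (DEG) has a fold of at least 2 and an adjusted p of at most 0.001, the thresholds of Fig. 1, while single genes and gene lists are called at an adjusted p below 0.05. Stage values are FPKM rescaled by the TMM factors, as mean ± SD (n = 2), and log2 marks a log2 fold change against F unless another stage is named. The p-values measure only the spread between these libraries, and n is 2 per stage. Raw reads have 150 bases in the D75 and D20 libraries and 1 base more in F, DT and R, so a comparison across these sets also crosses that difference. The test, the thresholds, the gene lists and part of the alternatives were set before the data were examined, while edgeR's exact test, DESeq2, limma on log2(FPKM + 1) and leaving out libraries of stages not compared were added after the values were seen.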

Transcriptomic analysis of gene expression in plants that were regularly watered (fresh control, F), slightly dehydrated to 75% RWC (D75), severely dehydrated to 20% RWC (D20), fully dehydrated to < 10% RWC (DT) and fully rehydrated after DT (R) was performed using Illumina next-generation sequencing technology. De novo assembly yielded a total of 142,479 unigenes, with an average sequence length of 1034 nt and an N50 value of 1664 nt (Additional file 1: Table S1). 

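Of the assembled unigenes, 142473 carry values in the table, with a mean length of 1033.6 nt and an N50 of 1664 nt, and they sum to 147264864 nt. They fall into 89269 assembly clusters or single sequences, and 69026 lie in a cluster of at least 2 contigs. Early light-induced protein 1, a chloroplast protein that binds pigments under stress, is the match of contigs 1 to 7 of cluster CL3769. Contigs of a cluster may share reads, so the values of single contigs in such families are less certain than those of unigenes that stand alone.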

Approximately 75% of all unigenes were novel to *H. rhodopensis*. The sequence length distribution of the unigenes is indicated in Additional file 2: Fig. S1a. 

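Best hits are listed for 91736 unigenes in the Nr protein database, 81761 in Nt, 59490 in Swiss-Prot and 35498 in COG, and 52618 carry a KEGG orthology number. With any of these, 95551 of the 142473 unigenes have an annotation. Gene names used for single unigenes are the description of the Swiss-Prot hit, or of the Nr hit where there is none, so each name is another species' match. By these names, 99 unigenes match late embryogenesis abundant (LEA) proteins, which guard membranes and proteins in drying cells, and 410 match protein phosphatases 2C, a class that includes brakes on abscisic acid signalling. Members with an FPKM of at least 1 in at least 2 libraries were tested, 93 of the LEA and 305 of the phosphatase unigenes.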

The numbers of unigenes annotated using several databases, NCBI non-redundant protein sequences, NCBI nucleotide collection, Swiss-Prot, Kyoto Encyclopedia of Genes and Genomes (KEGG), the Clusters of Orthologous Group (COG) and Gene Ontology (GO), ranged from 91,753 to 51,046. Among the matching sequences, 61% showed the closest match to sequences of *Sesamum indicum*, a species belonging to the family Pedaliaceae, order Scrophulariales (Additional file 2: Fig. S1b) [13]. 

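The best Nr hit names Sesamum indicum for 56550 of 91681 unigenes with a species in the hit (61.68%). Next come Erythranthe guttata with 8114 (8.85%), Erythranthe guttatus with 3548 (3.87%), Vitis vinifera with 2254 (2.46%), Coffea canephora with 1766 (1.93%) and Nicotiana sylvestris with 995 (1.09%), out of 678 species. No best hit lies in a fungus, an animal or a bacterium among the genera listed for that check, while oomycetes and algae do occur.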

There were 46,922 transcripts with no sequence similarity to known genes (orphan genes).

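Unigenes without any hit are shorter, with a median length of 320 nt against 1140 nt for those with a hit, and hold 2.56% of all fragments. They make up 32.93% of the unigenes, and 23844 of them passed the FPKM filter for testing (27.96% of those tested). Among DEGs they are rarer, since 106 rose and 166 fell at D20 against F (5.15% of the DEGs of that comparison), and 41 rose and 59 fell at DT (4.25%).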

### Analysis of differentially expressed genes (DEGs)

Differential gene expression analysis was performed to monitor transcriptomic variations in the plant under five dehydration treatments. From the 10 libraries, 41,279,554 to 55,613,670 clean sequence reads were obtained after trimming (Additional file 3: Table S2), which were sufficient for quantitative analysis of gene expression. 

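Plastid and ribosomal transcripts take unequal shares of the libraries. Unigenes whose best Nt hit is a chloroplast genome hold 1.54% and 2.47% of fragments in the D75 libraries and 1.32% and 1.79% in the D20 libraries, against 0.49% to 0.91% in F, DT and R. Plastid-like 16S and 23S rRNA unigenes run the other way, from 0.004% to 0.021% of fragments at D75 and D20 and from 0.606% to 4.982% in the other 6 libraries. A single unigene, CL18141.Contig1, is named as a senescence-associated protein but annotated as rRNA in Nt. It takes 6.59% and 9.73% of fragments at D75 and 2.71% and 9.9% at D20, and 0.8% to 2.34% elsewhere. Fragments on unigenes equal 53.6% to 56.2% of the clean pairs for D75 and D20 and 37.8% to 41.6% for DT, R and F replicate 1, while F replicate 2 has 16.3% and is the shallowest library. Clean reads average 150 bases at D75 and D20 and 140.5 to 141.4 bases in the other stages.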

Based on the fragments per kilobase of transcript per million mapped reads (FPKM) of the unigenes in each sample, 18,110 unigenes were identified as DEGs, of which approximately 40% (6877) were novel.

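Genes absent or nearly absent from fresh leaves are among those with the largest rises. A thaumatin-like protein, of a family tied to pathogen and osmotic stress, rose from 0 scaled FPKM in F to 244 ± 27.6 at D20 (at least 2960-fold, adjusted p = 2.7e-05). Cytochrome P450 81D1, an oxidase of secondary metabolism, rose from 0 in F to 194 ± 9.94 at D20 (at least 1860-fold, adjusted p = 5.3e-04). DREB2A, an activator of drought-responsive genes, rose from 0 in F to 97.3 ± 0.262 at D20 (at least 758-fold, adjusted p = 5.7e-05). Protein phosphatase 2C 8, of the class that restrains abscisic acid signalling, rose from 0.0759 ± 0.107 in F to 1834 ± 358 at D20 (log2 14.23, SE 1.41, adjusted p = 5.1e-05). A glycine-rich cell wall protein, which stiffens walls, rose from 0 in F to 307 ± 13.5 at D20 (at least 1600-fold, adjusted p = 4.5e-04). Over the 9 comparisons, 6004 unigenes are DEGs, and 5454 are DEGs in a comparison with F. The total is 2442 without F replicate 1, 2094 without F replicate 2, 18484 and 21562 without D75 replicate 1 or 2, and 1132 and 1161 without D20 replicate 1 or 2. It is 3580 and 3548 without DT replicate 1 or 2, and 3138 and 3208 without R replicate 1 or 2.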

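Several genes abundant in fresh leaves fell to 0 or nearly 0 at D20. Naringenin 3-dioxygenase, a flavonoid enzyme, fell from 247 ± 86.4 scaled FPKM in F to 0 at D20 (adjusted p = 4.0e-05). Protein E6, abundant in growing fibre cells of other species, fell from 1241 ± 489 in F to 0.0379 ± 0.0537 at D20 (log2 −14.65, SE 1.17, adjusted p = 2.7e-05). Pectate lyase 5, which loosens walls, fell from 184 ± 102 in F to 0 at D20 (adjusted p = 7.0e-05). Glycerol-3-phosphate acyltransferase 8, a cutin enzyme, fell from 74.9 ± 19.4 in F to 0 at D20 and 0 at DT (adjusted p = 1.5e-04 at D20, and adjusted p = 3.1e-04 at DT). Polyphenol oxidase II of the chloroplast, which oxidizes phenolics, fell from 68.4 ± 10.5 in F to 0 at D20 and 0 at DT (adjusted p = 2.7e-05 at D20, and adjusted p = 7.1e-05 at DT). A GDSL esterase/lipase (CL2351.Contig1), of a family that builds surface lipids, fell from 166 ± 38.3 in F to 0 at D20 (adjusted p = 2.8e-04). GAST1, a gibberellin-regulated peptide, fell from 109.7 ± 19.0 in F to 0 at D20 (adjusted p = 1.2e-04). The GDSL esterase/lipase APG, an anther lipase homolog, fell from 272 ± 22.1 in F to 0 at DT (adjusted p = 1.3e-04). In the other direction, CBL-interacting protein kinase 2, a calcium-signalling kinase, rose from 0 in F to 59.5 ± 25.3 at DT (at least 67.2-fold, adjusted p = 8.3e-04). DEGs number 2201 higher and 3084 lower at D20 than F, 893 and 1461 at DT than F, and 886 and 1389 at D20 than D75. They number 905 and 2105 at D20 than R, 142 and 684 at DT than R, and 1 and 7 at D75 than R. The counts for D20 against D75 and D20 against R are 0 without D20 replicate 1 or 2, and the count for DT against R is 0 without DT replicate 1 or 2. At D75, 0 unigenes were higher and 3 lower than F, with 14405 at an unadjusted p below 0.05. The 3 lower ones are CL12949.Contig1 (trypsin inhibitor 2), CL241.Contig1 and Unigene23482, the last pair without a description and chosen after their values were seen. All 3 have 0 at D75 and D20, the libraries with 150 bases per raw read, and means of 13.0 to 33.8 scaled FPKM in F, DT and R. With a replicate block the D75 against F count is 0. The same comparison gave 296 and 649 with edgeR's exact test, 313 and 574 with DESeq2, and 0 and 7 with limma. DT against D20 gave 0 with edgeR's quasi-likelihood test, with 11088 at an unadjusted p below 0.05. There the exact test gave 161 and 112, DESeq2 266 and 167, and limma 1 and 0. The median log2 over all tested unigenes is −0.33 at D20 and −0.22 at DT, a shift towards lower values. The D20 against F count is 1309 without F replicate 1, 926 without F replicate 2, 15063 without D75 replicate 1, 15211 without D75 replicate 2, 5 without D20 replicate 1, 209 without D20 replicate 2, 3333 without DT replicate 1, 3308 without DT replicate 2, 3007 without R replicate 1 and 3067 without R replicate 2. Without D20 replicate 1 these are 5 higher and 0 lower, and without D20 replicate 2 they are 133 higher and 76 lower. The DT against F count is 259 without F replicate 1, 103 without F replicate 2, 9927 without D75 replicate 1, 10138 without D75 replicate 2, 1113 without D20 replicate 1, 1091 without D20 replicate 2, 0 without DT replicate 1, 0 without DT replicate 2, 1137 without R replicate 1 and 1156 without R replicate 2.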

Higher numbers of DEGs were observed in the comparisons of D20 with F (7,675 up and 8894 down), D75 (3.712 up and 4.120 down) or R (8,496 up and 6958 down) and in the comparisons of DT with F (4,527 up and 5998 down) or R (5,517 up and 3477 down). 

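A few stress transcripts were higher in rehydrated than in fresh leaves. An early light-induced protein 1 unigene (Unigene19910), of a family that binds free chlorophyll, had 0.271 ± 0.383 scaled FPKM in F, 62.0 ± 6.15 at D20, 728 ± 86.5 at DT and 28.9 ± 0.612 at R (log2 6.71, SE 0.98, adjusted p = 0.044 at R). CYSTM1 family protein A, a small membrane peptide induced by stress, had 0.140 ± 0.198 in F, 494.7 ± 62.5 at D20, 281 ± 26.8 at DT and 12.6 ± 2.33 at R (log2 6.47, SE 0.78, adjusted p = 0.021 at R). Both were thus higher at D20 and DT than at R. Extensin-2, a wall glycoprotein, had 0.318 ± 0.312 in F and 49.9 ± 9.54 at R (log2 7.36, SE 0.94, adjusted p = 0.028), and was chosen after its values were seen. No unigene is a DEG in R against F under edgeR's quasi-likelihood test, where the lowest adjusted p is 0.00725 and 7462 unigenes lie below an unadjusted p of 0.05. At an adjusted p below 0.05, 25 are higher and 8 lower. DEGs number 86 and 32 with edgeR's exact test, 108 and 43 with DESeq2, and 1 and 0 with limma. The R against F count is 166 without D75 replicate 1 and 178 without D75 replicate 2. Unigene19910, R vs F, is not called with any 1 of its 4 libraries left out (log2 5.58 to 9.33). CL3154.Contig2, R vs F, is not called with any 1 of its 4 libraries left out (log2 5.34 to 9.09).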

The lowest number of DEGs was found in the comparison of F with R (514 up and 290 down) (Fig. 1a). Among these DEGs, the highest levels of transcripts encoding LEA (late embryogenesis abundant) proteins, early light-inducible proteins, galactinol synthases, beta-amylases, sucrose synthases, senescence-associated proteins and raffinose synthases were seen at D20, whereas catalases were induced after slight dehydration (Additional file 4: Table S3).

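Early light-induced protein 1 (CL3769.Contig7), which binds pigments in stressed plastids, rose from 2.56 ± 0.147 scaled FPKM in F to 8637 ± 3294 at D20 and 17440 ± 979 at DT (log2 11.71, SE 1.53, adjusted p = 2.1e-04 at D20, and log2 12.72, SE 1.59, adjusted p = 3.0e-04 at DT). A LEA protein (CL12215.Contig1), of a family that guards drying cells, rose from 2.96 ± 1.59 in F to 1806 ± 30.5 at D20 and 699 ± 272 at DT (log2 9.23, SE 1.06, adjusted p = 1.0e-04 at D20, and log2 7.86, SE 1.01, adjusted p = 3.5e-04 at DT). A raffinose synthase (CL15513.Contig6), which builds protective sugars, rose from 3.97 ± 0.442 in F to 1351 ± 118 at D20 (log2 8.41, SE 0.89, adjusted p = 6.7e-05). Beta-amylase 1 (CL1706.Contig3), which breaks down starch, rose from 35.4 ± 8.73 in F to 1800 ± 8.38 at D20 (log2 5.67, SE 0.57, adjusted p = 5.6e-05). A galactinol synthase (Unigene42048), which supplies raffinose synthesis, rose from 0.229 ± 0.152 in F to 39.9 ± 7.79 at D20 (log2 7.45, SE 0.85, adjusted p = 9.9e-05). The galactinol synthase with the highest mean, CL2862.Contig5, fell from 838 ± 432 in F to 226 ± 32.5 at D20 (log2 −1.89, SE 0.53, adjusted p = 0.018). Catalase 3, which removes hydrogen peroxide, fell from 1308 ± 31.6 in F to 132 ± 62.9 at D20 (log2 −3.31, SE 0.70, adjusted p = 0.0038). Of LEA proteins, 65 of 93 tested rose and 2 fell at D20 (71 and 3 adjusted over the list alone). For LEA proteins at D20, camera gives adjusted p = 7.8e-24, and adjusted p = 0.2 with an estimated correlation. Of early light-inducible proteins, 19 of 22 tested rose and 1 fell at D20 (19 and 1 adjusted over the list alone). For early light-inducible proteins at D20, camera gives adjusted p = 3.2e-18, and adjusted p = 0.17 with an estimated correlation. Of galactinol synthases, 7 of 12 tested rose and 1 fell at D20 (7 and 2 adjusted over the list alone). For galactinol synthases at D20, camera gives adjusted p = 3.7e-06, and adjusted p = 0.13 with an estimated correlation. Of raffinose and stachyose synthases, 15 of 38 tested rose and 3 fell at D20 (17 and 3 adjusted over the list alone). For raffinose and stachyose synthases at D20, camera gives adjusted p = 6.8e-05, and adjusted p = 0.13 with an estimated correlation. Raffinose and stachyose synthases counts at D20 are 8 and 3 without F replicate 2. Of beta-amylases, 21 of 33 tested rose and 8 fell at D20 (22 and 8 adjusted over the list alone). For beta-amylases at D20, camera gives adjusted p = 3.8e-07, and adjusted p = 0.19 with an estimated correlation. Of sucrose synthases, 3 of 19 tested rose and 0 fell at D20 (3 and 0 adjusted over the list alone). Sucrose synthases counts at D20 are 1 and 0 without F replicate 2. Of catalases, 0 of 6 tested rose and 2 fell at D20 (0 and 2 adjusted over the list alone). This list is matched by name, while of the 9 tested catalase entries of Table S3 4 were higher and 0 lower at D20. At DT, 3 of those entries were higher and 0 lower. Of senescence-associated proteins, 0 of 1 tested rose and 0 fell at D20 (1 and 0 adjusted over the list alone) under edgeR's quasi-likelihood test. The tested one is CL18141.Contig1, annotated as rRNA in Nt, so it may not stand for a protein gene. Of LEA proteins, 5 of 93 tested rose and 1 fell at D75 (14 and 1 adjusted over the list alone). For LEA proteins at D75, camera gives adjusted p = 1.5e-08, and adjusted p = 0.56 with an estimated correlation. LEA proteins counts at D75 are 0 and 0 without F replicate 2, 31 and 0 without D75 replicate 1, 10 and 10 without D75 replicate 2. Of early light-inducible proteins, 2 of 22 tested rose and 0 fell at D75 (14 and 1 adjusted over the list alone). For early light-inducible proteins at D75, camera gives adjusted p = 3.5e-05, and adjusted p = 0.56 with an estimated correlation. Early light-inducible proteins counts at D75 are 1 and 0 without F replicate 1, 0 and 0 without F replicate 2, 15 and 1 without D75 replicate 1, 2 and 5 without D75 replicate 2. Among members higher at a dehydration stage, the highest mean lay at D20 for 50 of 65 LEA proteins, 21 of 21 beta-amylases, 7 of 7 galactinol synthases and 10 of 15 raffinose synthases. It lay at DT for 16 of 20 early light-inducible proteins. Of the 157 tested unigenes of Table S3, 114 were higher at D20 and 108 had their highest mean there. Those unigenes were chosen on these samples and are not independent evidence. CL2862.Contig5, D20 vs F, is not called without F replicate 1 (log2 −1.32) or D20 replicate 1 (log2 −2.05) or D20 replicate 2 (log2 −1.75). CL7689.Contig3, D20 vs F, is not called without D20 replicate 1 (log2 −2.89).

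**Figure D1:**
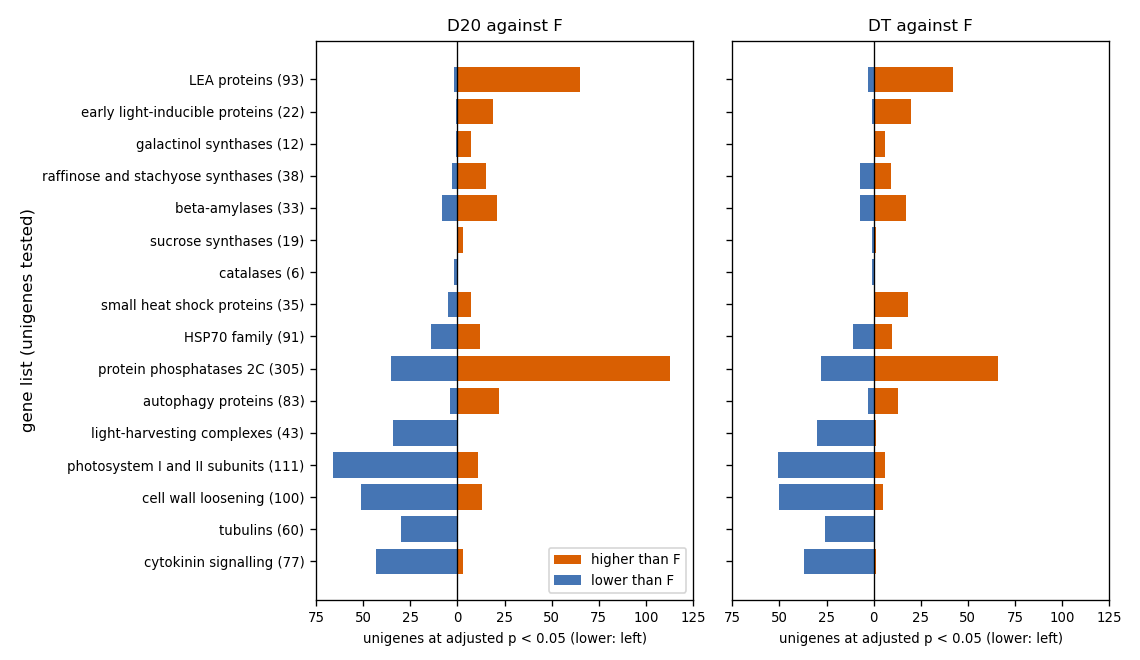
Numbers of unigenes per gene list called higher (right) and lower (left) than F at an adjusted p below 0.05, at D20 and DT. The number of unigenes tested stands in brackets after each list.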

**Fig. 1:**
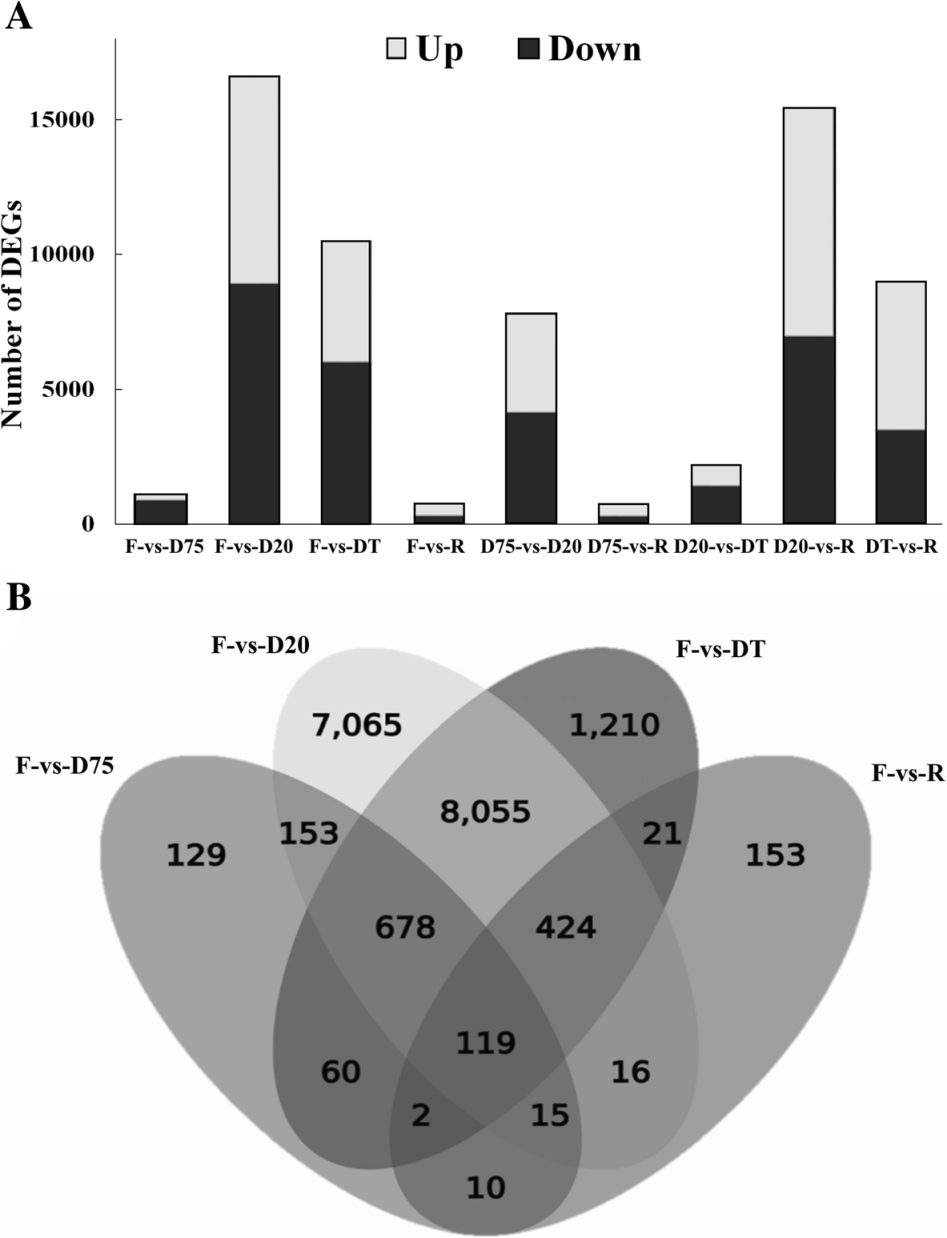
Differentially expressed genes (DEGs) in *Haberlea rhodopensis* in response to dehydration and rehydration. **a** The number of genes differentially expressed between two treatments according to a fold expression cutoff of 2 and an FDR ≤ 0.001. **b **Venn diagram illustrating the relationships among DEGs across the different treatments. F, Fresh control; D75, slightly dehydrated to 75% relative water content (RWC); D20, severely dehydrated to 20% RWC; DT, fully dehydrated to < 10% RWC; R, fully rehydrated after DT

A Venn diagram of the DEGs illustrates their occurrence in each dehydration treatment (Fig. 1b). The largest number of unique genes was found in the D20 (7065), followed by DT (1210), R (129) and D75 (153) treatments, whereas only 119 genes were present in all dehydration treatments. 

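A 2S seed storage protein, a nitrogen store of seeds, rose from 0.0688 ± 0.0973 scaled FPKM in F to 22.5 ± 9.95 at D20 and 101 ± 62.9 at DT (log2 7.89, SE 1.20, adjusted p = 5.3e-04 at D20, and log2 10.06, SE 1.21, adjusted p = 2.6e-04 at DT). Leucine-rich repeat extensin-like protein 3, a wall sensor, rose from 0 in F to 172 ± 36.5 at D20 and 19.0 ± 1.04 at DT (at least 720.0-fold, adjusted p = 3.1e-04 at D20, and at least 79.4-fold, adjusted p = 0.0029 at DT), and is a DEG at D20 alone. Trypsin inhibitor 2, a protease inhibitor of seeds, had 27.0 ± 5.03 in F, 0 at D75, 0 at D20, 30.8 ± 1.48 at DT and 33.8 ± 0.189 at R (adjusted p = 3.1e-05 at D20), with its 0 values in the libraries of 150 bases per raw read. Of DEGs against F, 3097 are called at D20 alone, 169 at DT alone, 2185 at D20 and DT, and 3 at D75 and D20. None is called at all 4 stages, against 14 at an adjusted p of at most 0.05, 38 with edgeR's exact test and 44 with DESeq2. Independent lists of these sizes would share 23.1 higher and 52.8 lower unigenes between D20 and DT, where 806 and 1379 were shared. The covariance of the D20 and DT log2 fold changes is 7.224 against 0.609 in simulated data where no stage differs. There the F libraries are simulated too, and a shared F group adds to both values. The D20 and DT overlap is 256 without F replicate 1, 102 without F replicate 2, 8781 and 8920 without D75 replicate 1 or 2, and 5 and 159 without D20 replicate 1 or 2. It is 0 without either DT replicate, and 1080 and 1095 without R replicate 1 or 2.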

More than 80% of novel DEGs were either unique to D20 or shared by D20 and DT (Additional file 2: Fig. S1c). Based on their FPKM values, a random selection of 20 genes encoding enzymes, transcription factors and regulators involved in metabolism and stress responses were subjected to quantitative real-time PCR (qPCR) analysis to validate the DEGs identified by RNA-seq. 

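An early light-induced protein 1 (Unigene32083), a pigment binder of stressed plastids, had 1.32 ± 0.341 scaled FPKM in F, 117 ± 77.5 at D75, 1931 ± 217 at D20, 2693 ± 781 at DT and 148 ± 51.5 at R (log2 6.44, SE 0.73, adjusted p = 0.0063 at D75). NAC2, a transcription factor of stress and age, rose from 2.38 ± 0.137 in F to 18.0 ± 14.8 at D75 and 204 ± 10.8 at D20 (log2 2.91, SE 0.59, adjusted p = 0.032 at D75, and log2 6.41, SE 0.68, adjusted p = 6.7e-05 at D20). ERD15, induced early in drying, rose from 8.95 ± 1.77 in F to 118 ± 2.69 at D20 (log2 3.72, SE 0.39, adjusted p = 6.5e-05). DEAR3, a DREB-type regulator with its highest mean at D75, rose from 6.32 ± 4.89 in F to 52.3 ± 4.57 at D75 (log2 3.03, SE 0.51, adjusted p = 0.018). Protochlorophyllide reductase (CL15566.Contig1), which makes chlorophyll precursors, fell from 329 ± 18.1 in F to 0.212 ± 0.202 at D20 (log2 −10.55, SE 0.76, adjusted p = 2.5e-05). Photosystem I subunit psaD1, which docks ferredoxin, fell from 1939 ± 362 in F to 322 ± 39.4 at D20 (log2 −2.59, SE 0.53, adjusted p = 0.0032). The homogentisate phytyltransferase HPT1, of vitamin E synthesis, rose from 16.6 ± 0.736 in F to 79.6 ± 27.7 at D20 (log2 2.26, SE 0.51, adjusted p = 0.0055). Peroxidase 12, which uses hydrogen peroxide, rose from 175 ± 50.7 in F to 1435 ± 456 at D20 (log2 3.04, SE 0.83, adjusted p = 0.015). Of the 20 unigenes of Table S4, 12 were higher and 2 lower at D20, 8 and 2 at DT, 3 and 1 at D75, and 1 and 0 at R, and 7 and 6 are DEGs at D20 and DT. The qPCR values of these genes are not used here. Unigene32083, D75 vs F, is not called without F replicate 2 (log2 6.21). Unigene12927, D75 vs F, is not called without F replicate 1 (log2 2.96) or F replicate 2 (log2 2.85). CL11475.Contig7, D75 vs F, is not called without F replicate 2 (log2 2.41). CL14506.Contig1, D20 vs F, is not called without D20 replicate 1 (log2 1.85). Unigene19468, D20 vs F, is not called without F replicate 1 (log2 2.68) or F replicate 2 (log2 3.35) or D20 replicate 1 (log2 2.67).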

The expression levels of these genes were significantly correlated with those determined by qPCR (*r* = 0.99, *p* < 0.01) (Additional file 5: Fig. S2a, Additional file 6: Table S4).

### Principal component analysis of transcript profiling of dehydrated and rehydrated plants

Principal component analysis was performed to capture the overall variance among samples. 

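Correlations between the log2 CPM of the 2 libraries of a stage are 0.91 in F, 0.818 at D75, 0.957 at D20, 0.939 at DT and 0.941 at R, so D75 is the stage whose libraries differ most. Of unigenes found in a single library, 1236 have at least 10 fragments in D75 replicate 1 and none in the other 9, against 273 for D75 replicate 2, 182 for R replicate 1 and 109 for D20 replicate 2. Of those 1236 unigenes 681 have no database hit, and together they hold 0.31% of the fragments of that library.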

Samples in each treatment generated a cluster pattern according to water status (Fig. 2). The F, D75 and R samples were separated from the D20 and DT samples in principle component 1 (62.7%), whereas D75 was separated from F and R, and D20 from DT, in principle component 2 (11.7%).

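Component 1 holds 54.4% of the variance of log2(FPKM + 1) over the 85267 unigenes and parts the dry stages from the hydrated ones. Its scores are −213.9 and −206 at D20 and −158.5 and −163.5 at DT, against 159.3 and 226 in F, 102.8 and 56 at D75, and 113.8 and 84 at R. Component 2 holds 14.9% and places D75 and D20 apart from the rest. D75 replicate 1 lies at −230.6 on it, D75 replicate 2 at −25.3 and the D20 libraries at −9.3 and −11.5, against 38.6 and 46.3 in F, 32.7 and 25.7 at DT, and 78.7 and 54.6 at R. Component 3 holds 10.1%. One library leads component 2, since without D75 replicate 1 the first 3 components hold 62.4%, 12.0% and 8.3%, D75 and D20 no longer lie apart on the second, and they do on the third. The side of D75 and D20 is also the side of the libraries with 150 bases per raw read.

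**Figure D2:**
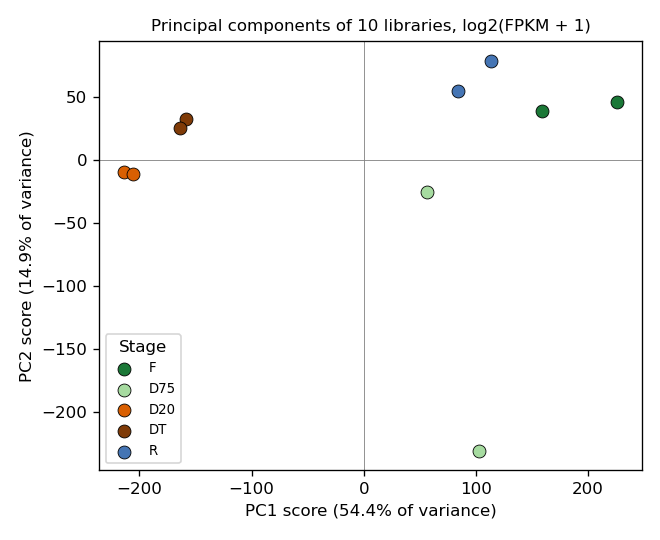
Scores of the 10 libraries on components 1 and 2 of log2(FPKM + 1), centred and unscaled, over the tested unigenes.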

**Fig. 2:**
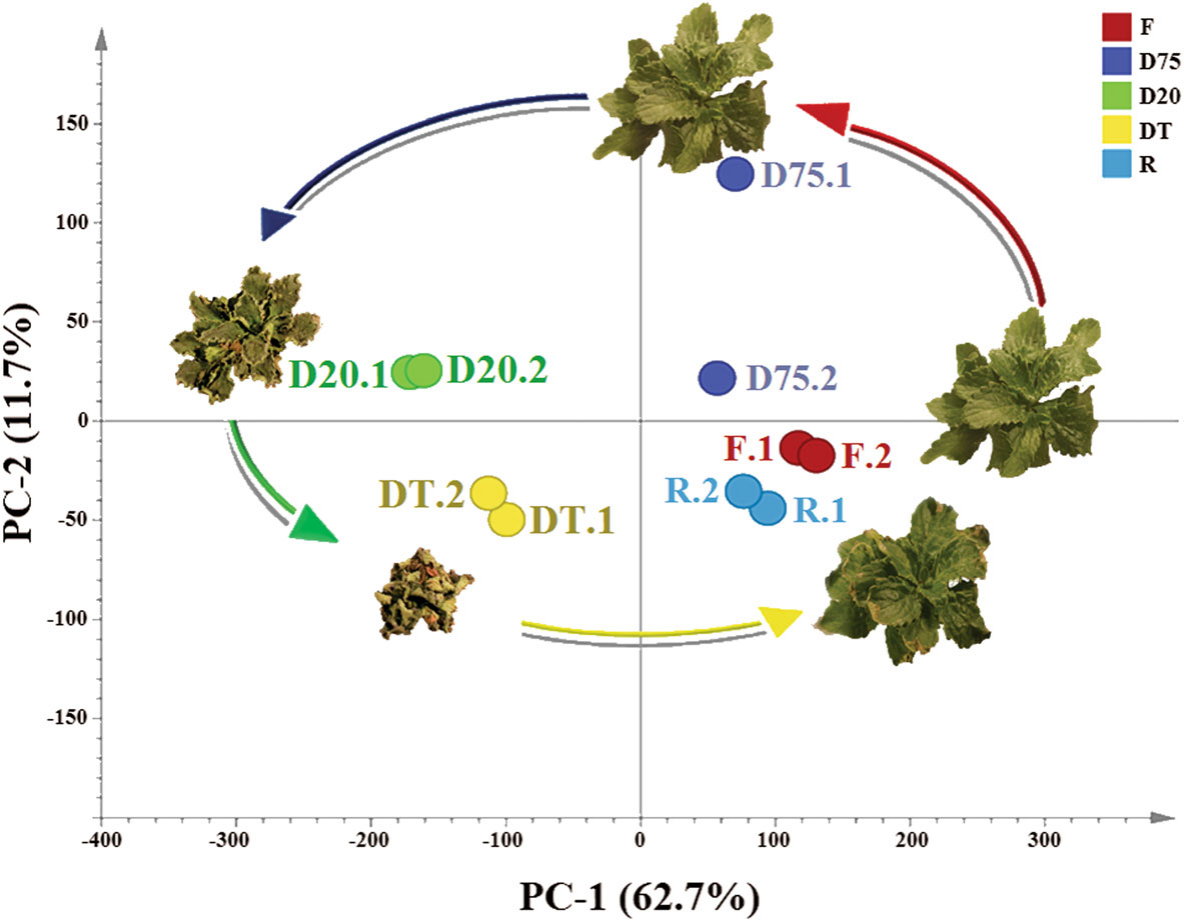
Principal component analysis (PCA) of transcriptomic sequencing data generated from the leaves of hydrated, desiccated and rehydrated *Haberlea rhodopensis* plants. Principal component (PC) 1 accounted for 62.7% of the variation, whereas PC2 accounted for 11.7% of the variation in the dataset. Plant samples are represented as different colored circles with sample abbreviations and photos. The clustering of dehydrated samples formed a resurrection cycle, indicated by the arrows. Sample abbreviations are the same as in Fig. 1

### Clustering of DEGs by expression profiles and their correlations with physiological changes during dehydration

The hierarchical clustering of all DEGs in the five treatments showed significant differences in gene expression profiles. Therefore, we defined seven clusters of DEGs, along with a representative curve describing each transcript accumulation pattern (Fig. 3a, b). Transcripts peaking at the DT, D20 and D75 stages were represented as Clusters 1, 2 and 7, respectively, whereas transcripts repressed during dehydration (D75, D20 and DT) were found in Clusters 3, 4, 5 and 6. 

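The potassium channel KAT3, known from guard cells, rose from 0.856 ± 0.605 scaled FPKM in F to 19.7 ± 6.92 at D20 and 24.8 ± 14.0 at DT (log2 4.48, SE 0.74, adjusted p = 8.4e-04 at D20, and log2 4.81, SE 0.75, adjusted p = 9.9e-04 at DT). Laccase-14, of lignin synthesis, rose from 1.53 ± 0.894 in F to 179 ± 79.3 at D20 and 85.4 ± 62.7 at DT (log2 6.84, SE 1.04, adjusted p = 5.2e-04 at D20, and log2 5.78, SE 0.99, adjusted p = 0.0018 at DT). Sulfated surface glycoprotein 185, a wall protein, had 0 in F, 24.3 ± 31.2 at D75 and 179 ± 24.5 at D20 (at least 572-fold, adjusted p = 5.6e-04 at D20). An F-box protein (At1g61340 in Arabidopsis), an adapter of ubiquitin ligases, rose from 0 in F to 13.1 ± 2.59 at D20 and 16.7 ± 9.53 at DT (at least 57.7-fold, adjusted p = 2.4e-04 at D20, and at least 73.8-fold, adjusted p = 3.5e-04 at DT). Of the 6004 DEGs of any comparison, 2059 have their highest mean in F, 492 at D75, 2068 at D20, 374 at DT and 1011 at R. Of 2288 unigenes that are DEGs above F at a dehydration stage, 1928 (84.3%) are highest at D20, 350 (15.3%) at DT and 9 at D75. Of the 2288, 2201 are DEGs above F at D20, a choice that favours D20 as the highest stage. Between DT and D20 the test separated 8 that were higher at DT and 51 that were lower, so for most the order of these stages is a difference of means. The share highest at D20 lies between 64.2% and 91.1% with 1 library left out, a range computed after the values were seen. These are stages of the highest mean and not the hierarchical clusters of Fig. 3.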

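Expansin-A8, which loosens growing walls, had 505 ± 39.5 scaled FPKM in F, 0.169 ± 0.117 at D20 and 229 ± 113 at R (log2 −11.45, SE 0.94, adjusted p = 2.7e-05 at D20). A RuBisCO small subunit (CL7824.Contig2), of carbon fixation, had 7818 ± 2057 in F, 39.5 ± 9.52 at D20, 445 ± 169.9 at DT and 7330 ± 395 at R (log2 −7.63, SE 0.76, adjusted p = 5.1e-05 at D20). Tubulin alpha-1, of the cytoskeleton, had 363 ± 7.04 in F, 6.16 ± 0.310 at D20, 6.61 ± 3.91 at DT and 162 ± 85.3 at R (log2 −5.88, SE 0.65, adjusted p = 8.5e-05 at D20). Of 3166 unigenes that are DEGs below F at a dehydration stage, 2682 (84.7%) have their lowest mean at D20, 462 (14.6%) at DT and 22 (0.7%) at D75. Between R and D20, 3110 (98.2%) of them were higher at R at an adjusted p below 0.05, and 5 were lower at R than F. At D75, 608 were lower and 4 higher than F. Between DT and D20 the test separated 142 that were higher at DT and 2 that were lower, so for most the order of these stages is a difference of means. Of the 3166, 3084 are DEGs below F at D20, a choice that favours D20 as the lowest stage. The share lowest at D20 lies between 70.2% and 88.3% with 1 library left out. Repressed unigenes number 1075 and 822 without F replicate 1 or 2, 9021 and 9280 without D75 replicate 1 or 2, and 814 and 816 without D20 replicate 1 or 2. They number 1841 without R replicate 1 and 1968 without R replicate 2.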

Interestingly, most dehydration-repressed transcripts reached their lowest levels at the D20 stage, regardless of whether they returned to control levels after rehydration (Cluster 5), or were transiently up-regulated at certain stages, such as D75 (Cluster 4), DT (Cluster 3) and R (Cluster 6).

**Fig. 3:**
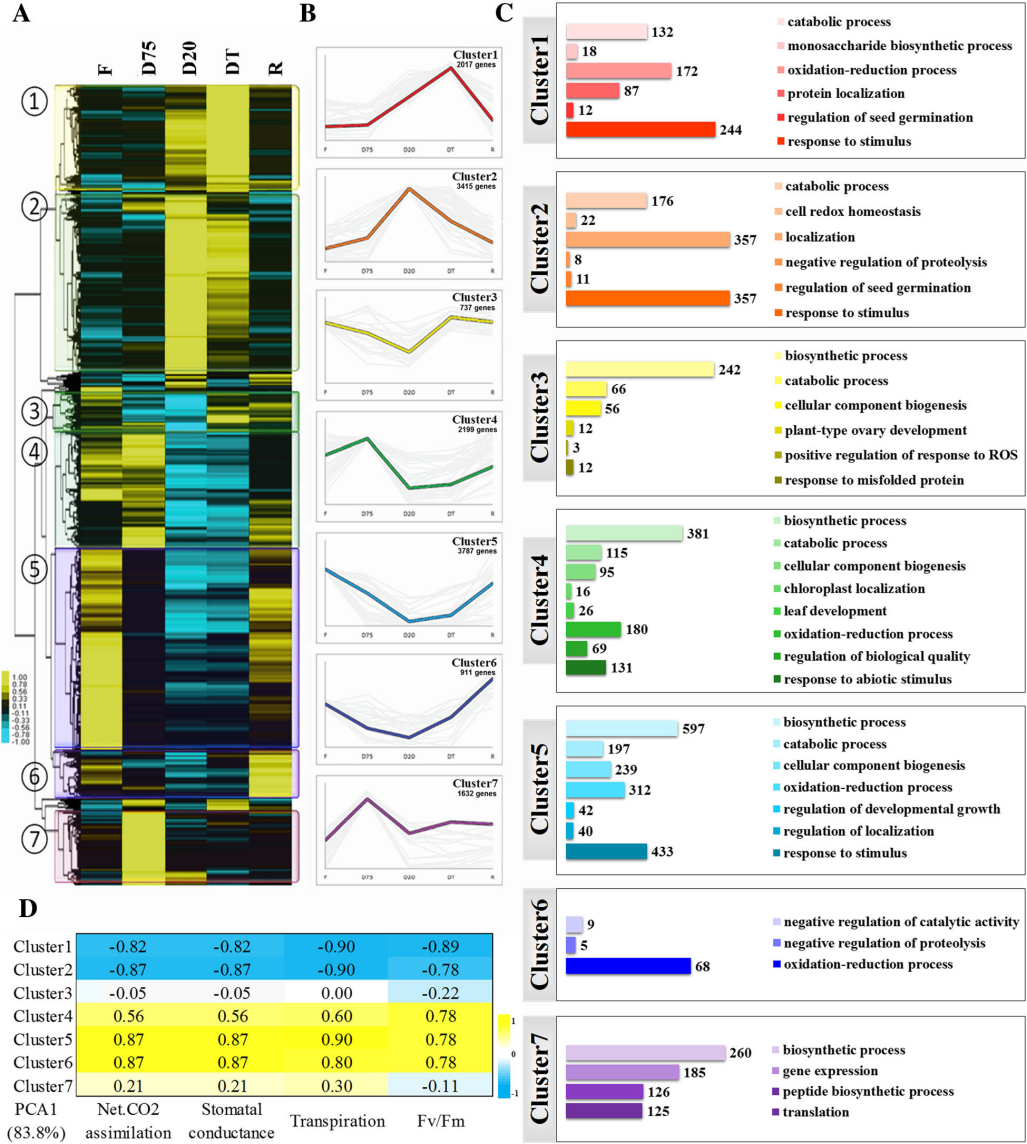
Expression profiles of DEGs and their correlations with physiological changes during dehydration. **a** Hierarchical clustering analysis using CLUSTER 3.0 to reveal the transcript expression patterns of DEGs in leaves subjected to different treatments (F, D75, D20, DT and R). Colored bars show the fold changes of gene expression in the dehydrated (D75, D20, DT) and rehydrated (R) leaves compared with fresh (F) leaves. **b** Representative curve of the seven clusters generated from hierarchical clustering analysis. **c** Biological processes were annotated to the seven clusters using Gene Ontology enrichment. **d** Correlation analysis of the seven clusters with physiological parameters using the first principle component data for each cluster. Sample abbreviations are the same as in Fig. 1

The GO term enrichment of each cluster indicates that both metabolic processes (catabolism and biosynthesis) and developmental growth were repressed upon slight dehydration (Cluster 3), whereas responses to stimuli and redox processes/homeostasis were actively maintained until the water content decreased to 20% (Clusters 2, 4 and 5) (Fig. 3c). On the other hand, the transcripts activated at D75 (Cluster 7, translation and gene expression related) differed markedly from those activated at D20 and DT (Clusters 2 and 1, catabolic process, response to stimulus, redox process/homeostasis, localization, and regulation of seed germination).

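EIN3-binding F-box protein 1, which limits ethylene responses, rose from 10.4 ± 2.89 scaled FPKM in F to 74.4 ± 41.2 at D75 and 73.3 ± 20.1 at D20 (log2 2.83, SE 0.49, adjusted p = 0.019 at D75, and log2 2.81, SE 0.49, adjusted p = 0.0011 at D20). Ribosomal proteins, which build the translation machinery, were called in both directions. Of cytosolic ribosomal proteins, 15 of 920 tested rose and 2 fell at D75 (15 and 2 adjusted over the list alone). For cytosolic ribosomal proteins at D75, camera gives adjusted p = 0.0016, and adjusted p = 0.84 with an estimated correlation. Cytosolic ribosomal proteins counts at D75 are 9 and 0 without F replicate 1, 0 and 0 without F replicate 2, 73 and 2 without D75 replicate 1, 63 and 63 without D75 replicate 2. Of cytosolic ribosomal proteins, 73 of 920 tested rose and 63 fell at D20 (37 and 27 adjusted over the list alone, 45 and 201 with limma on log2(FPKM + 0.1), 65 and 70 with median-of-ratios scaling). Cytosolic ribosomal proteins counts at D20 are 22 and 40 without F replicate 2, 31 and 17 without D20 replicate 1, 40 and 19 without D20 replicate 2. Of cytosolic ribosomal proteins, 36 of 920 tested rose and 42 fell at DT (9 and 2 adjusted over the list alone, 29 and 24 with fragments summed per assembly cluster). The cytosolic ribosomal proteins median log2 at DT is 0.06, and camera points up (adjusted p = 0.28, adjusted p = 0.84 with an estimated correlation). Cytosolic ribosomal proteins counts at DT are 17 and 19 without F replicate 1, 9 and 14 without F replicate 2, 11 and 10 without DT replicate 1, 19 and 2 without DT replicate 2. Of chloroplast ribosomal proteins, 3 of 219 tested rose and 6 fell at D75 (4 and 9 adjusted over the list alone). Chloroplast ribosomal proteins counts at D75 are 4 and 1 without F replicate 1, 0 and 1 without F replicate 2, 17 and 28 without D75 replicate 2. Of chloroplast ribosomal proteins, 15 of 219 tested rose and 92 fell at D20 (15 and 97 adjusted over the list alone). For chloroplast ribosomal proteins at D20, camera gives adjusted p = 1.1e-05, and adjusted p = 0.23 with an estimated correlation. Chloroplast ribosomal proteins counts at D20 are 12 and 50 without D20 replicate 1, 11 and 54 without D20 replicate 2. Of 572 unigenes higher at D75 at an adjusted p below 0.05, 134 were called at neither D20 nor DT. The D75 against F DEG count is 444 and 1832 without D75 replicate 1 or 2, and 0 without any 1 of the other 8 libraries. CL8094.Contig3, D75 vs F, is not called without F replicate 1 (log2 2.56) or F replicate 2 (log2 3.14).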

To understand the significance of these gene expression clusters and to test the robustness of our cluster analysis, the first principle component from each stage was subjected to correlation analysis with four previously published physiological parameters [14]. We found that the decreases in net CO_2_ assimilation, stomatal conductance, transpiration and Fv/Fm during dehydration showed negative correlations with Clusters 1 and 2 and positive correlations with Clusters 5 and 6 (Fig. 3d).

### GO and KEGG enrichment of DEGs in dehydrated plants

We performed KEGG analysis using the unigenes from each stage and observed the most significant enrichments in plant hormone signal transduction, spliceosome, starch and sucrose metabolism, and ubiquitin-mediated proteolysis pathways (Fig. 4a). Further GO and KEGG enrichment analyses were performed using the up- or down-regulated transcripts from each stage (Additional file 7: Table S5, Additional file 5: Fig. S2b). The GO terms electron transporter, chaperone binding, and iron-sulfur cluster binding were enriched among the transcripts induced by the D75, D20 and DT treatments, respectively, whereas developmental processes were enriched among the repressed transcripts during all dehydration stages (Additional file 7: Table S5). Metabolic pathways were also enriched among the transcripts that were repressed at all dehydration stages (Additional file 5: Fig. S2b). 

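Photosystem II CP43 (psbC), an inner antenna protein encoded in the plastid, rose from 0.0280 ± 0.00635 scaled FPKM in F to 25.9 ± 29.1 at D75 (log2 9.75, SE 1.26, adjusted p = 0.0085). Of photosystem I and II subunits, 7 of 111 tested rose and 0 fell at D75 (8 and 0 adjusted over the list alone). The photosystem I and II subunits median log2 at D75 is −0.36, and camera points down (adjusted p = 0.85, adjusted p = 0.98 with an estimated correlation). Photosystem I and II subunits counts at D75 are 0 and 0 without F replicate 2, 10 and 10 without D75 replicate 2. Of light-harvesting complexes, 0 of 43 tested rose and 0 fell at D75 (0 and 0 adjusted over the list alone) under edgeR's quasi-likelihood test. For light-harvesting complexes at D75, camera gives adjusted p = 8.8e-05, and adjusted p = 0.46 with an estimated correlation. Of all 85267 tested unigenes, 572 were higher at D75. Over 5 photosynthesis lists the share was larger, with 13 of 230 tested unigenes higher at D75. Of these 13, 11 have a chloroplast genome as best Nt hit, as do 31 of the 230. The 164 tested unigenes with such a hit have a median log2 of 0.77 at D75, with 22 higher and 0 lower, and −1.04 at D20 against D75. Their share of fragments is larger in the libraries with 150 bases per raw read. Of cytokinin signalling, 0 of 77 tested rose and 14 fell at D75 (2 and 28 adjusted over the list alone). For cytokinin signalling at D75, camera gives adjusted p = 6.9e-09, and adjusted p = 0.13 with an estimated correlation. Cytokinin signalling counts at D75 are 0 and 3 without F replicate 1, 0 and 0 without F replicate 2, 2 and 20 without D75 replicate 1, 3 and 26 without D75 replicate 2. Of gibberellin signalling, 3 of 41 tested rose and 0 fell at D75 (4 and 1 adjusted over the list alone). For gibberellin signalling at D75, camera gives adjusted p = 8.0e-04, and adjusted p = 0.37 with an estimated correlation. Gibberellin signalling counts at D75 are 1 and 0 without F replicate 1, 0 and 0 without F replicate 2, 7 and 0 without D75 replicate 1, 7 and 0 without D75 replicate 2. Of ethylene signalling, 4 of 137 tested rose and 0 fell at D75 (8 and 0 adjusted over the list alone). For ethylene signalling at D75, camera gives adjusted p = 0.0019, and adjusted p = 0.43 with an estimated correlation. Ethylene signalling counts at D75 are 0 and 0 without F replicate 1, 0 and 0 without F replicate 2, 6 and 1 without D75 replicate 1, 20 and 3 without D75 replicate 2. Unigene335, D75 vs F, is not called without F replicate 2 (log2 9.95).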

Interestingly, photosynthesis was enriched among not only the D20- and DT-repressed genes but also the D75-induced genes; plant hormone signal transduction was enriched among not only the transcripts that were decreased in all dehydrated samples but also in D20-induced transcripts. In addition, ubiquitin-mediated proteolysis, regulation of autophagy and protein processing in the endoplasmic reticulum (ER) were enriched among the transcripts induced by both D20 and DT. 

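ATG8i, which tags membranes for autophagy, rose from 46.9 ± 14.3 scaled FPKM in F to 256 ± 13.4 at D20 (log2 2.45, SE 0.44, adjusted p = 0.0014). ATG8f, of the same family, rose from 59.1 ± 11.0 in F to 184 ± 16.4 at D20 (log2 1.64, SE 0.37, adjusted p = 0.0054). Proteasome subunit alpha type-4, of the core that degrades tagged proteins, rose from 93.8 ± 18.5 in F to 240.2 ± 4.29 at D20 (log2 1.35, SE 0.40, adjusted p = 0.022). An ER lumen protein retaining receptor (Unigene33343), which returns escaped ER proteins, fell from 42.9 ± 24.3 in F to 5.41 ± 2.32 at D20 (log2 −2.99, SE 0.50, adjusted p = 9.8e-04). Of autophagy proteins, 22 of 83 tested rose and 4 fell at D20 (22 and 4 adjusted over the list alone). For autophagy proteins at D20, camera gives adjusted p = 0.0011, and adjusted p = 0.13 with an estimated correlation. Autophagy proteins counts at D20 are 15 and 1 without F replicate 1, 14 and 1 without F replicate 2. Of ER retention and ERO1, 12 of 25 tested rose and 3 fell at D20 (12 and 3 adjusted over the list alone). For ER retention and ERO1 at D20, camera gives adjusted p = 0.0014, and adjusted p = 0.28 with an estimated correlation. ER retention and ERO1 counts at D20 are 7 and 2 without F replicate 2, 7 and 2 without D20 replicate 1, 8 and 1 without D20 replicate 2. Of proteasome subunits, 52 of 241 tested rose and 17 fell at D20 (50 and 14 adjusted over the list alone, 27 and 39 with limma on log2(FPKM + 0.1)). For proteasome subunits at D20, camera gives adjusted p = 8.4e-04, and adjusted p = 0.39 with an estimated correlation. Proteasome subunits counts at D20 are 27 and 8 without F replicate 1, 21 and 8 without F replicate 2, 21 and 4 without D20 replicate 1, 26 and 3 without D20 replicate 2. Of autophagy proteins, 13 of 83 tested rose and 3 fell at DT (13 and 2 adjusted over the list alone). For autophagy proteins at DT, camera gives adjusted p = 0.01, and adjusted p = 0.17 with an estimated correlation. Autophagy proteins counts at DT are 8 and 2 without F replicate 1, 7 and 1 without F replicate 2, 8 and 0 without DT replicate 1, 7 and 0 without DT replicate 2. Of ER retention and ERO1, 11 of 25 tested rose and 3 fell at DT (13 and 3 adjusted over the list alone). For ER retention and ERO1 at DT, camera gives adjusted p = 0.0055, and adjusted p = 0.36 with an estimated correlation. ER retention and ERO1 counts at DT are 5 and 2 without F replicate 1, 4 and 2 without F replicate 2, 5 and 2 without DT replicate 1, 6 and 1 without DT replicate 2. Of proteasome subunits, 38 of 241 tested rose and 6 fell at DT (30 and 5 adjusted over the list alone). For proteasome subunits at DT, camera gives adjusted p = 2.4e-04, and adjusted p = 0.36 with an estimated correlation. Proteasome subunits counts at DT are 16 and 4 without F replicate 1, 4 and 3 without F replicate 2, 8 and 3 without DT replicate 1, 15 and 1 without DT replicate 2. CL9371.Contig1, D20 vs F, is not called without F replicate 2 (log2 1.15) or D20 replicate 1 (log2 1.37) or D20 replicate 2 (log2 1.34).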

Notably, a large number of D20-specific DEGs associated with these pathways was not found in moderately dehydrated plants [5] (Additional file 2: Fig. S1d). This result prompted us to speculate that D20 (severe dehydration) is a crucial stage in transcriptional regulation of desiccation tolerance in *H. rhodopensis*.

**Fig. 4:**
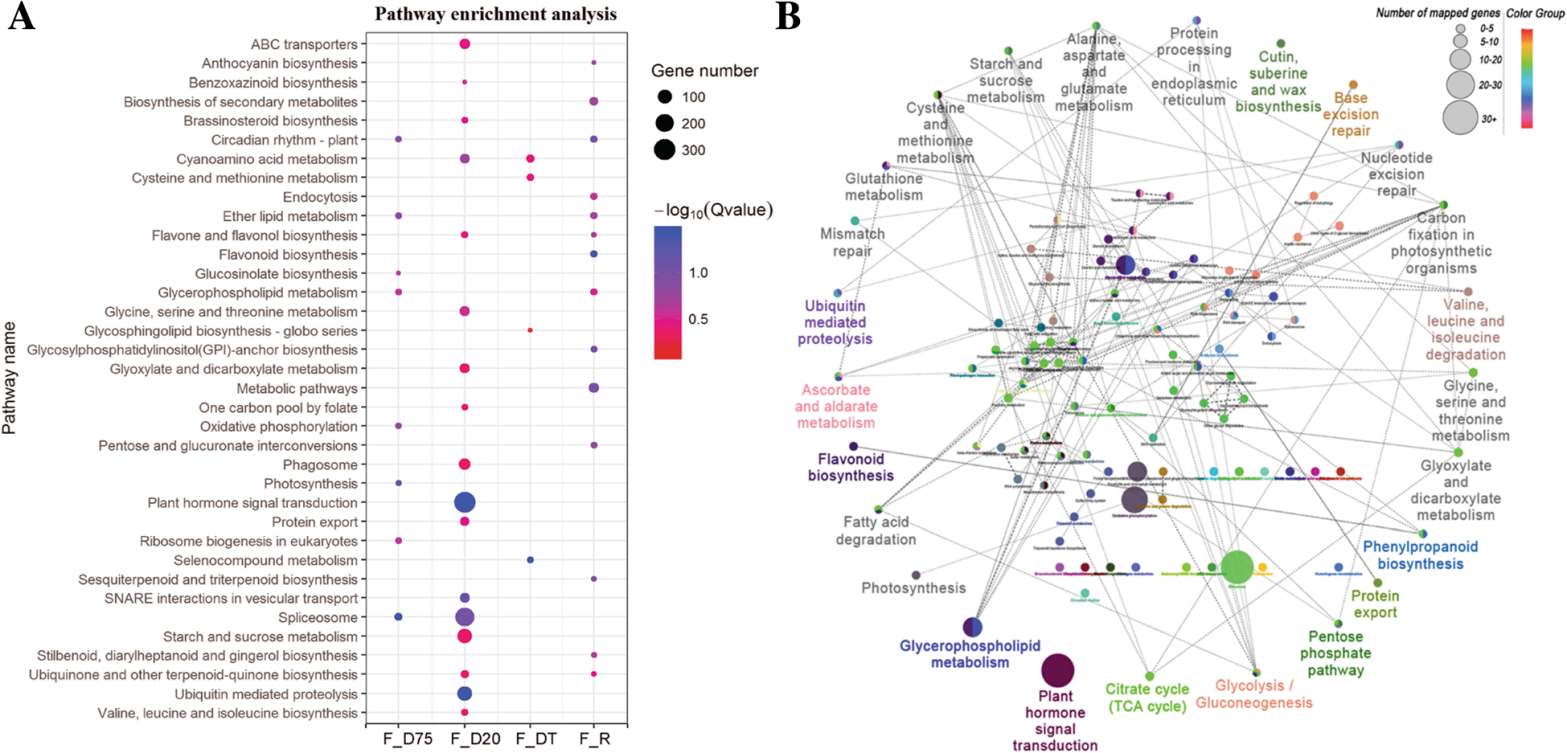
KEGG pathway enrichment and functionally organized GO/pathway term network of DEGs. **a** KEGG pathway analysis of the dehydrated (D75, D20, DT) and rehydrated (R) stages compared with the fresh stage (F). Significance is indicated by color, and the number of DEGs is indicated by the size of a circle. **b** Functionally organized GO/pathway term network against the KEGG pathway database using DEGs from the D20 stage. Sample abbreviations are the same as in Fig. 1

Finally, we used these changes to construct a functionally organized GO/pathway term network based on the connectivity among GO terms (Fig. 4b, Additional file 8: Table S6). Numerous changes in this network were analyzed further, including primary and secondary metabolism, photosynthesis, hormone signal transduction, protein quality control and DNA repair.

### DEGs related to energy and primary and secondary metabolism

The expression patterns of photosynthesis-related genes generally were in agreement with the inhibition of photosynthesis observed during D20 and DT, including genes encoding the subunits of photosystem I (PSI) and photosystem II (PSII), light-harvesting complexes II and I, cytochrome b6/f complex and electron transport. 

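Oxygen-evolving enhancer protein 1, which shields the water-splitting site, had 3934 ± 1500 scaled FPKM in F, 2490 ± 41.2 at D75, 240.2 ± 109 at D20, 606 ± 116 at DT and 4857 ± 602 at R (log2 −4.03, SE 0.66, adjusted p = 7.8e-04 at D20). Chlorophyll a-b binding protein 40, a major antenna protein of photosystem II, fell from 2131 ± 524 in F to 225 ± 99.2 at D20 (log2 −3.25, SE 0.61, adjusted p = 0.002). The Rieske iron-sulfur protein of the cytochrome b6/f complex, between the photosystems, fell from 885 ± 181 in F to 209 ± 52.4 at D20 (log2 −2.08, SE 0.46, adjusted p = 0.0051). Photosystem II 10 kDa polypeptide, of the water-splitting side, fell from 5425 ± 2861 in F to 974 ± 82.1 at D20 (log2 −2.48, SE 0.60, adjusted p = 0.0083). Of photosystem I and II subunits, 11 of 111 tested rose and 66 fell at D20 (12 and 69 adjusted over the list alone). For photosystem I and II subunits at D20, camera gives adjusted p = 5.7e-12, and adjusted p = 0.17 with an estimated correlation. Of light-harvesting complexes, 0 of 43 tested rose and 34 fell at D20 (0 and 34 adjusted over the list alone). For light-harvesting complexes at D20, camera gives adjusted p = 3.8e-22, and adjusted p = 0.13 with an estimated correlation. Of cytochrome b6/f and electron transport, 5 of 41 tested rose and 17 fell at D20 (5 and 17 adjusted over the list alone). For cytochrome b6/f and electron transport at D20, camera gives adjusted p = 0.0044, and adjusted p = 0.39 with an estimated correlation. Of photosystem I and II subunits, 6 of 111 tested rose and 51 fell at DT (8 and 57 adjusted over the list alone). For photosystem I and II subunits at DT, camera gives adjusted p = 3.5e-09, and adjusted p = 0.26 with an estimated correlation. Photosystem I and II subunits counts at DT are 3 and 32 without DT replicate 1, 4 and 32 without DT replicate 2. Of light-harvesting complexes, 1 of 43 tested rose and 30 fell at DT (1 and 34 adjusted over the list alone). For light-harvesting complexes at DT, camera gives adjusted p = 1.1e-14, and adjusted p = 0.17 with an estimated correlation. Light-harvesting complexes counts at DT are 0 and 17 without DT replicate 1, 0 and 19 without DT replicate 2. Of cytochrome b6/f and electron transport, 5 of 41 tested rose and 14 fell at DT (5 and 14 adjusted over the list alone). Over these lists with the NDH and ATP synthase lists, 126 of 230 unigenes (54.8%) were lower at D20 or DT. Unigene38331, D20 vs F, is not called without D20 replicate 1 (log2 −1.85). Unigene1712, D20 vs F, is not called without D20 replicate 1 (log2 −2.39) or D20 replicate 2 (log2 −2.57).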

Approximately a quarter of these transcripts, including NADPH-quinone oxidoreductase subunits and ATP synthase, were up-regulated only during the early stage of dehydration (D75). However, a few transcripts encoding ferredoxin 3 (FDX3) and subunits of the PSI and PSII reaction centers (psaA and psbC) maintained elevated expression levels throughout the dehydration process (Additional file 9: Fig. S3).

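ATP synthase gamma, the rotor shaft of the plastid enzyme, fell from 471 ± 109 scaled FPKM in F to 81.5 ± 6.37 at D20 (log2 −2.53, SE 0.47, adjusted p = 0.0018). NDH subunits feed electrons back around photosystem I. Of NDH subunits, 4 of 24 tested rose and 0 fell at D75 (8 and 0 adjusted over the list alone). For NDH subunits at D75, camera gives adjusted p = 2.4e-06, and adjusted p = 0.37 with an estimated correlation. NDH subunits counts at D75 are 1 and 0 without F replicate 1, 0 and 0 without F replicate 2, 7 and 0 without D75 replicate 1, 6 and 4 without D75 replicate 2. Of NDH subunits, 3 of 24 tested rose and 5 fell at D20 (3 and 5 adjusted over the list alone, 3 and 2 with fragments summed per assembly cluster). Of chloroplast ATP synthase, 1 of 11 tested rose and 0 fell at D75 (1 and 0 adjusted over the list alone). The chloroplast ATP synthase median log2 at D75 is −0.09, and camera points up (adjusted p = 0.65, adjusted p = 0.84 with an estimated correlation). Chloroplast ATP synthase counts at D75 are 0 and 0 without F replicate 2. Of chloroplast ATP synthase, 1 of 11 tested rose and 3 fell at D20 (1 and 7 adjusted over the list alone). For chloroplast ATP synthase at D20, camera gives adjusted p = 0.026, and adjusted p = 0.19 with an estimated correlation. Over all 5 photosynthesis lists, 4 of 230 unigenes (1.7%) were higher at D75 and at neither D20 nor DT. Of all 85267 tested unigenes 572 were higher at D75 whatever their later course, a smaller share. Without regard to a test, 34 of the 230 (14.8%) had a fitted value above F at D75 and below F at D20 and DT.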

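Ferredoxin-3, an electron carrier of plastids, had 12.7 ± 7.46 scaled FPKM in F, 30.3 ± 6.38 at D75, 35.8 ± 5.61 at D20, 44.6 ± 17.5 at DT and 14.1 ± 1.33 at R (log2 1.49, SE 0.47, adjusted p = 0.029 at D20, and log2 1.81, SE 0.47, adjusted p = 0.017 at DT). The psaA unigene, for a core protein of photosystem I, had 6.26 ± 6.60 in F, 128 ± 136 at D75, 689 ± 154 at D20, 125 ± 23.2 at DT and 44.4 ± 36.6 at R (log2 4.33, adjusted p = 0.054 at D75, and log2 6.76, SE 1.14, adjusted p = 1.0e-03 at D20, and log2 4.30, SE 1.02, adjusted p = 0.011 at DT). The psbC unigene, for a core antenna of photosystem II, had 0.0280 ± 0.00635 in F, 178 ± 130.0 at D20 and 0.124 ± 0.0396 at DT (log2 12.53, SE 1.34, adjusted p = 7.1e-05 at D20, and log2 2.07, adjusted p = 0.32 at DT). Over all tested unigenes of each name, those that rose and fell are 3 and 0 of 5 for psaA, 2 and 0 of 4 for FDX3 and 2 and 0 of 2 for psbC at D20, and 3 and 0 of 5 for psaA, 3 and 0 of 4 for FDX3 and 1 and 0 of 2 for psbC at DT. Both psaA and psbC are plastid genes, whose share of fragments is larger in the D75 and D20 libraries, the ones with 150 bases per raw read. CL16623.Contig1, D20 vs F, is not called without F replicate 2 (log2 0.97) or D20 replicate 1 (log2 1.64) or D20 replicate 2 (log2 1.32). CL16623.Contig1, DT vs F, is not called without F replicate 2 (log2 1.32) or DT replicate 1 (log2 1.34). CL10836.Contig1, DT vs F, is not called without F replicate 2 (log2 3.52).

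**Figure D3:**
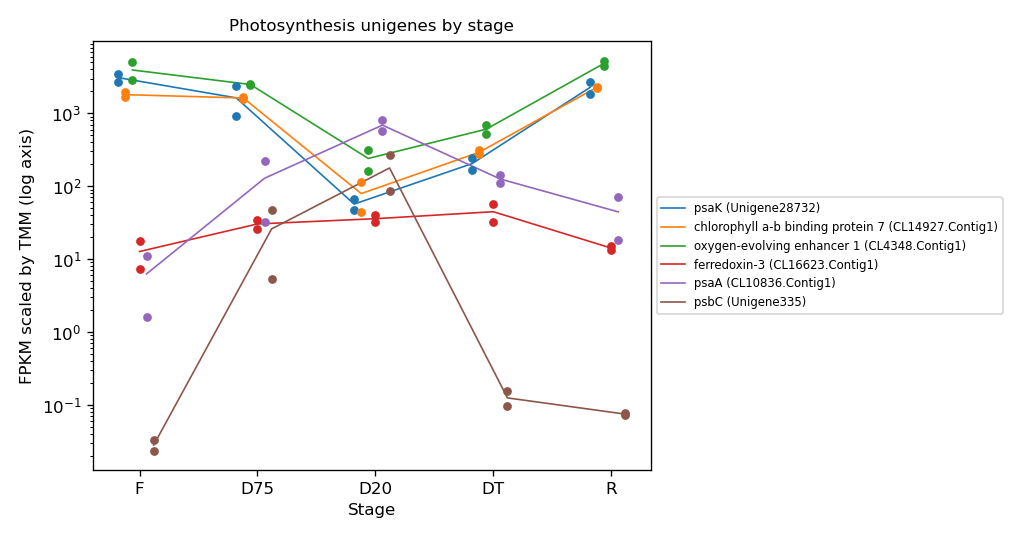
Scaled FPKM of 6 photosynthesis unigenes over the 5 stages on a log axis, with a point per library and lines through the stage means, for PSI-K, CAB7, OEE1, FDX3, psaA and psbC.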

The expression of genes related to metabolism was analyzed and closely compared with our previous metabolomics data [10–12]. A map was constructed of the D20-enriched KEGG pathways related to primary and secondary metabolism and the corresponding edges (significant co-expression relationship between two genes) (Additional file 10: Fig. S4). We found that the expression of phospholipase D (PLD), glycerol-3-phosphate dehydrogenase [NAD(+)], and manganese-dependent ADP-ribose/CDP-alcohol diphosphatase in the glycerophospholipid metabolic pathway was increased during desiccation. 

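Phospholipase D alpha 1, which cuts membrane lipids to phosphatidic acid, had 103 ± 5.41 scaled FPKM in F, 47.4 ± 10.8 at D75, 410.3 ± 35.0 at D20, 262 ± 75.8 at DT and 129.9 ± 19.6 at R (log2 1.99, SE 0.45, adjusted p = 0.0055 at D20, and log2 1.34, SE 0.44, adjusted p = 0.045 at DT). The ADP-ribose/CDP-alcohol diphosphatase unigene, of phospholipid turnover, rose from 0.265 ± 0.212 in F to 4.17 ± 0.557 at D20 (log2 3.85, SE 0.89, adjusted p = 0.0062). Glycerol-3-phosphate dehydrogenase [NAD(+)], which supplies glycerol phosphate, had 7.12 ± 0.199 in F, 8.69 ± 2.84 at D20 and 7.89 ± 5.78 at DT (log2 0.29, adjusted p = 0.69 at D20). Counts that rose and fell at D20 are 2 and 0 of 2 for the diphosphatase and 2 and 1 of 5 for the dehydrogenase. Of phospholipase D, 5 of 40 tested rose and 10 fell at D20 (5 and 10 adjusted over the list alone, 5 and 4 with fragments summed per assembly cluster). The phospholipase D median log2 at D20 is 0.46, and camera points down (adjusted p = 0.87, adjusted p = 0.91 with an estimated correlation). Of phospholipase D, 4 of 40 tested rose and 11 fell at DT (5 and 11 adjusted over the list alone). Phospholipase D counts at DT are 1 and 8 without F replicate 2. CL14329.Contig5, DT vs F, is not called with any 1 of its 4 libraries left out (log2 1.01 to 1.61). CL2180.Contig14, D20 vs F, is not called without F replicate 2 (log2 3.28).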

Two key enzymes involved in fatty acid degradation, 2-methylacyl-CoA dehydrogenase (MBCD) and acyl-CoA oxidase 2 (ACOX2), and enzymes involved in lipid degradation were also up-regulated. 

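The 2-methylacyl-CoA dehydrogenase unigene, of branched-chain acyl breakdown in mitochondria, rose from 15.8 ± 0.639 scaled FPKM in F to 39.0 ± 2.06 at D20 (log2 1.31, SE 0.38, adjusted p = 0.019). Acyl-CoA oxidase 2, the entry step of peroxisomal fatty acid breakdown, fell from 13.8 ± 1.22 in F to 5.06 ± 0.878 at D20 and 2.68 ± 0.252 at DT (log2 −1.44, SE 0.42, adjusted p = 0.021 at D20, and log2 −2.36, SE 0.44, adjusted p = 0.0027 at DT). Acyl-CoA oxidase 1, of longer chains, rose from 35.5 ± 0.538 in F to 87.1 ± 5.58 at D20 (log2 1.29, SE 0.36, adjusted p = 0.017). Acyl-CoA oxidase 4, of shorter chains, rose from 18.9 ± 3.22 in F to 52.7 ± 6.15 at D20 (log2 1.47, SE 0.39, adjusted p = 0.013). Of fatty acid and branched-chain amino acid breakdown, 7 of 32 tested rose and 6 fell at D20 (8 and 6 adjusted over the list alone, 1 and 8 with limma on log2(FPKM + 0.1)). Fatty acid and branched-chain amino acid breakdown counts at D20 are 3 and 4 without F replicate 1, 2 and 4 without F replicate 2, 2 and 2 without D20 replicate 1, 3 and 2 without D20 replicate 2. CL14939.Contig1, D20 vs F, is not called with any 1 of its 4 libraries left out (log2 1.18 to 1.36). CL15466.Contig2, D20 vs F, is not called with any 1 of its 4 libraries left out (log2 −1.63 to −1.28). Unigene42998, D20 vs F, is not called with any 1 of its 4 libraries left out (log2 1.22 to 1.36). CL12613.Contig1, D20 vs F, is not called without F replicate 2 (log2 1.29) or D20 replicate 1 (log2 1.35).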

Branched-chain amino acid aminotransferase 3 (BCAL3) and hydroxymethylglutaryl-CoA lyase, involved in the valine, leucine and isoleucine degradation pathways, citrate synthase (CYSZ) involved in the citric acid (TCA) cycle, and enzymes involved in glycolysis/gluconeogenesis, such as triosephosphate isomerase (TPIC), phosphoglycerate kinase (PGKH) and hexokinase-1 (HXK1), were up-regulated, with the exception of the non-key enzyme pyrophosphate-fructose 6-phosphate 1-phosphotransferase subunit beta. 

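Hydroxymethylglutaryl-CoA lyase, the last step of leucine breakdown, rose from 0.399 ± 0.0536 scaled FPKM in F to 8.72 ± 0.148 at D20 (log2 4.44, SE 0.46, adjusted p = 5.9e-05). Branched-chain aminotransferase 3, which takes the amino group off those amino acids, had 33.2 ± 8.54 in F, 13.9 ± 3.19 at D20, 3.27 ± 2.07 at DT and 29.9 ± 4.11 at R (log2 −1.26, adjusted p = 0.069 at D20, and log2 −3.34, SE 0.54, adjusted p = 0.0012 at DT). Citrate synthase, which feeds the citric acid and glyoxylate cycles, rose from 55.9 ± 4.36 in F to 202 ± 27.1 at D20 (log2 1.85, SE 0.62, adjusted p = 0.037). Cytosolic phosphoglycerate kinase, of glycolysis, rose from 215 ± 50.0 in F to 639 ± 40.4 at D20 (log2 1.57, SE 0.50, adjusted p = 0.031). Hexokinase-1, a glucose kinase and sensor, rose from 24.4 ± 0.349 in F to 67.4 ± 7.86 at D20 (log2 1.47, SE 0.37, adjusted p = 0.01). Triosephosphate isomerase, of glycolysis too, had 63.1 ± 3.47 in F, 66.9 ± 14.2 at D20 and 98.0 ± 2.48 at DT (log2 0.08, adjusted p = 0.88 at D20). The beta subunit of pyrophosphate-dependent phosphofructokinase, an entry to glycolysis, had 22.7 ± 1.59 in F and 15.2 ± 1.45 at D20 (log2 −0.58, adjusted p = 0.28 at D20). By name, the unigenes that rose and fell at D20 are 1 and 1 of 6 for the lyase, 1 and 4 of 10 for the aminotransferase and 8 and 8 of 39 for citrate synthase. They are 2 and 10 of 23 for triosephosphate isomerase, 1 and 5 of 9 for phosphoglycerate kinase and 1 and 0 of 3 for hexokinase-1. Of pyrophosphate-dependent phosphofructokinase, 0 of 18 tested rose and 7 fell at D20 (0 and 7 adjusted over the list alone). For pyrophosphate-dependent phosphofructokinase at D20, camera gives adjusted p = 0.0056, and adjusted p = 0.14 with an estimated correlation. Pyrophosphate-dependent phosphofructokinase counts at D20 are 0 and 4 without F replicate 2, 0 and 4 without D20 replicate 2. Of glycolysis and citric acid cycle entry, 12 of 80 tested rose and 23 fell at D20 (13 and 24 adjusted over the list alone). The glycolysis and citric acid cycle entry median log2 at D20 is 0.05, and camera points down (adjusted p = 0.11, adjusted p = 0.25 with an estimated correlation). Glycolysis and citric acid cycle entry counts at D20 are 1 and 18 without F replicate 2, 0 and 15 without D20 replicate 1, 5 and 18 without D20 replicate 2. CL5825.Contig2, D20 vs F, is not called with any 1 of its 4 libraries left out (log2 1.71 to 1.98). CL11882.Contig1, D20 vs F, is not called with any 1 of its 4 libraries left out (log2 1.34 to 1.75). CL13340.Contig2, D20 vs F, is not called without F replicate 1 (log2 1.40) or F replicate 2 (log2 1.44) or D20 replicate 1 (log2 1.34).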

Enzymes involved in sucrose synthesis, such as acid beta-fructofuranosidase and sucrose-phosphate synthase (SPSA1), were increased during dehydration, whereas sucrose synthase (SUS2) was elevated only in the D20 and DT treatments (Fig. 5a).

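Sucrose synthase 2, which makes or splits sucrose, had 69.7 ± 39.4 scaled FPKM in F, 125 ± 38.4 at D75, 975 ± 293 at D20, 375 ± 146 at DT and 201 ± 78.7 at R (log2 3.81, SE 0.64, adjusted p = 9.7e-04 at D20, and log2 2.43, SE 0.60, adjusted p = 0.013 at DT). Acid beta-fructofuranosidase, a vacuolar invertase, rose from 0.127 ± 0.0288 in F to 1.40 ± 0.575 at D75 and 2.98 ± 0.711 at D20 (log2 3.43, SE 0.76, adjusted p = 0.044 at D75, and log2 4.51, SE 0.76, adjusted p = 9.4e-04 at D20). An insoluble invertase of the cell wall (CL6863.Contig1), which splits sucrose outside the cell, rose from 13.5 ± 3.03 in F to 253 ± 15.4 at D20 (log2 4.23, SE 0.52, adjusted p = 1.4e-04). The sucrose-phosphate synthase unigene with the highest mean, for the main step of sucrose synthesis, had 2.72 ± 0.940 in F, 1.85 ± 0.106 at D20 and 0.675 ± 0.401 at DT (log2 −0.55, adjusted p = 0.49 at D20, and log2 −1.996, SE 0.63, adjusted p = 0.04 at DT). For that enzyme, the unigenes that rose and fell are 2 and 0 of 5 for D20 and 1 and 2 of 5 for DT. Of sucrose synthesis and invertase, 10 of 17 tested rose and 3 fell at D20 (11 and 4 adjusted over the list alone). For sucrose synthesis and invertase at D20, camera gives adjusted p = 0.0088, and adjusted p = 0.23 with an estimated correlation. Sucrose synthesis and invertase counts at D20 are 5 and 1 without D20 replicate 1. CL9818.Contig1, DT vs F, is not called without F replicate 2 (log2 1.95) or DT replicate 2 (log2 1.97). CL2249.Contig1, D75 vs F, is not called without F replicate 1 (log2 3.19) or F replicate 2 (log2 3.65). Unigene36994, DT vs F, is not called with any 1 of its 4 libraries left out (log2 −2.78 to −1.497).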

**Fig. 5:**
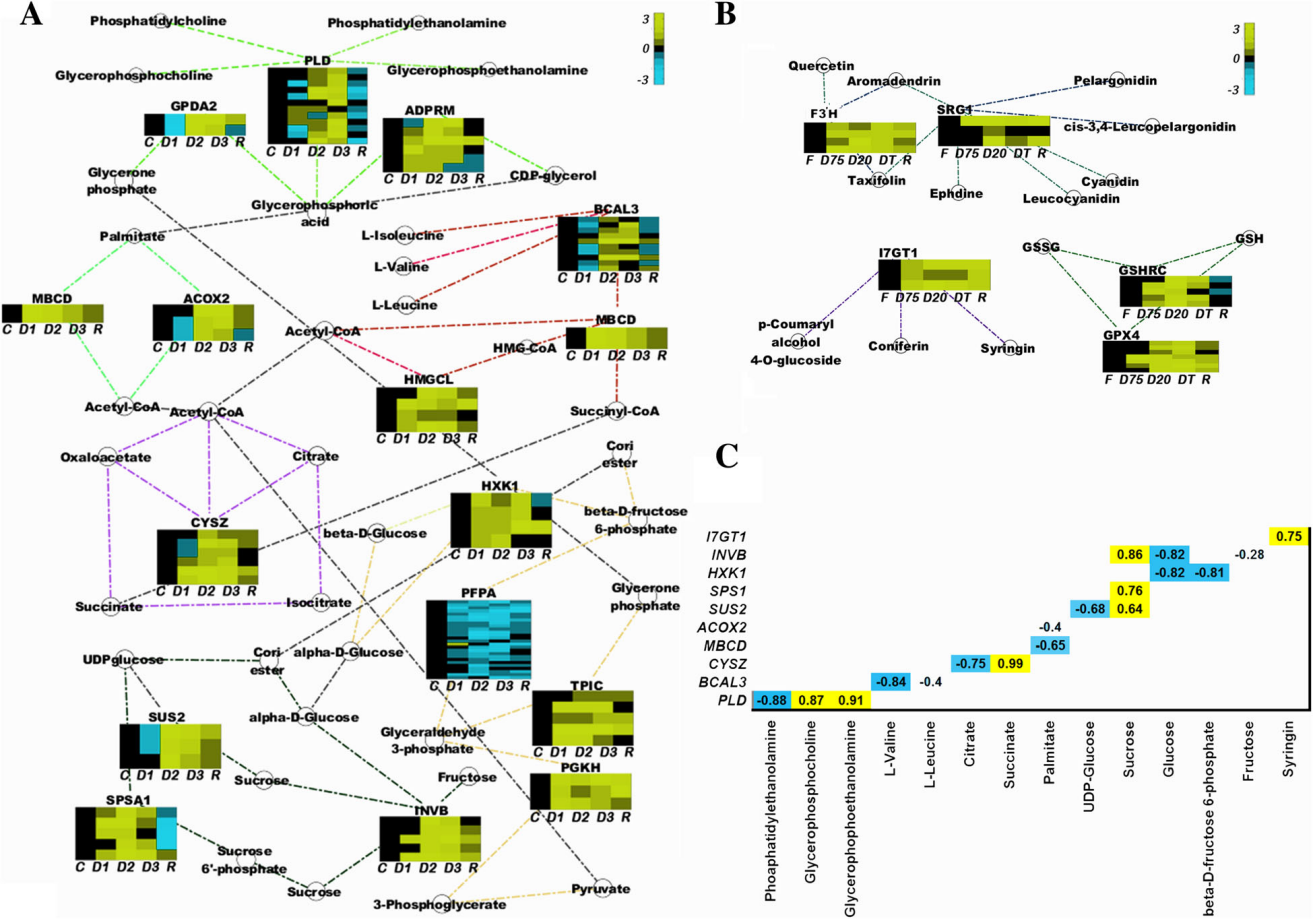
Expression heatmap of representative genes in the primary and secondary metabolism networks. Several KEGG pathways related to primary metabolism, including glycerophospholipid metabolism, starch and sucrose metabolism, valine, leucine and isoleucine degradation, fatty acid degradation, the TCA cycle and glycolysis (**a**), and to secondary metabolism, including phenylpropanoid biosynthesis, flavonoid biosynthesis and glutathione metabolism (**b**), are shown. Each associated gene is represented by a colored bar, showing the fold changes in the dehydrated (D75, D20, DT) and rehydrated (R) stages compared with fresh (F) plant material. **c** Correlation between transcript abundances and the corresponding metabolites during desiccation and recovery. The numbers indicate Pearson correlation coefficients, calculated using Cytoscape

With respect to secondary metabolism, flavonoid 3′-monooxygenase (F3’H) and SRG1, which are involved in the accumulation of flavonoids, and flavanone 7-*O*-glucoside 2”-*O*-beta-L-rhamnosyltransferase (I7GT1), from the phenylpropanoid metabolism pathway, were up-regulated during dehydration. 

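SRG1, an oxygenase of flavonoid and stress metabolism, rose from 6.32 ± 3.89 scaled FPKM in F to 28.5 ± 3.02 at D75 and 248 ± 8.90 at D20 (log2 2.16, SE 0.48, adjusted p = 0.043 at D75, and log2 5.28, SE 0.54, adjusted p = 5.9e-05 at D20), with 212 ± 4.76 at DT. Flavonoid 3'-monooxygenase, which sets the hydroxyl pattern of flavonoids, fell from 15.1 ± 6.80 in F to 0.688 ± 0.371 at D20 (log2 −4.43, SE 0.66, adjusted p = 4.5e-04). The rhamnosyltransferase unigene (I7GT1), which decorates flavanones, had 33.5 ± 29.6 in F, 11.0 ± 7.54 at D20, 6.80 ± 1.84 at DT and 87.8 ± 39.7 at R (log2 −1.60, adjusted p = 0.13 at D20, and log2 −2.30, adjusted p = 0.057 at DT). Chalcone synthase (CL10198.Contig3), the entry enzyme of flavonoid synthesis, had 79.0 ± 39.6 in F, 2.52 ± 0.195 at D75, 2.81 ± 0.0996 at D20, 7.23 ± 2.02 at DT and 302 ± 102 at R (log2 −4.97, SE 0.53, adjusted p = 0.0048 at D75). Tallies that rose and fell at D20 are 4 and 7 of 31 for SRG1, 2 and 3 of 6 for the monooxygenase and 1 and 1 of 7 for the rhamnosyltransferase. Of phenylpropanoid and flavonoid enzymes, 7 of 79 tested rose and 29 fell at D20 (7 and 29 adjusted over the list alone). For phenylpropanoid and flavonoid enzymes at D20, camera gives adjusted p = 0.0072, and adjusted p = 0.13 with an estimated correlation. Phenylpropanoid and flavonoid enzymes counts at D20 are 5 and 18 without D20 replicate 1. Unigene47779, D75 vs F, is not called without F replicate 2 (log2 1.65).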

Two enzymes from the glutathione cycle, glutathione reductase (GSHRC) and phospholipid hydroperoxide glutathione peroxidase (GPX4), were also increased during desiccation (Fig. 5b).

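Phospholipid hydroperoxide glutathione peroxidase, which detoxifies lipid peroxides, rose from 138 ± 49.2 scaled FPKM in F to 3176 ± 26.0 at D20 and 4159 ± 1692 at DT (log2 4.52, SE 0.64, adjusted p = 3.5e-04 at D20, and log2 4.91, SE 0.65, adjusted p = 4.3e-04 at DT). Cytosolic glutathione reductase, which recycles oxidized glutathione, rose from 9.64 ± 3.22 in F to 54.2 ± 7.09 at D20 (log2 2.50, SE 0.46, adjusted p = 0.0018). By name, those that rose and fell at D20 are 3 and 0 of 8 for the peroxidase and 5 and 0 of 14 for the reductase. Of glutathione cycle, 10 of 32 tested rose and 1 fell at D20 (10 and 1 adjusted over the list alone). For glutathione cycle at D20, camera gives adjusted p = 0.0017, and adjusted p = 0.14 with an estimated correlation. Glutathione cycle counts at D20 are 6 and 0 without F replicate 1, 5 and 0 without F replicate 2, 6 and 0 without D20 replicate 1, 6 and 1 without D20 replicate 2. Of glutathione cycle, 7 of 32 tested rose and 0 fell at DT (7 and 0 adjusted over the list alone). For glutathione cycle at DT, camera gives adjusted p = 5.5e-04, and adjusted p = 0.17 with an estimated correlation. Glutathione cycle counts at DT are 3 and 0 without F replicate 1, 3 and 0 without F replicate 2, 3 and 0 without DT replicate 2. Of superoxide dismutases and peroxiredoxins, 2 of 59 tested rose and 12 fell at D20 (1 and 10 adjusted over the list alone). Superoxide dismutases and peroxiredoxins counts at D20 are 0 and 9 without F replicate 2, 1 and 8 without D20 replicate 1. Of superoxide dismutases and peroxiredoxins, 4 of 59 tested rose and 2 fell at DT (2 and 2 adjusted over the list alone, 4 and 5 with limma on log2(FPKM + 0.1)). Superoxide dismutases and peroxiredoxins counts at DT are 1 and 2 without F replicate 2, 1 and 2 without DT replicate 1.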

Positive or negative correlations were found between the expression levels of most genes and the previously measured accumulation of their corresponding metabolites, depending on the reaction type (catabolic or anabolic) (Fig. 5c). For example, the levels of L-valine and leucine were negatively correlated with the expression of BCAL3, which plays a role in the catabolism of these amino acids, whereas SUS2 expression was correlated positively with sucrose content but negatively with UDP-glucose (Fig. 5c).

### DEGs involved in plant hormone signaling pathways

Transcripts encoding PYR/PYL/RCAR-type ABA receptors (PYL1 and PYL4), which are key factors (ABF2, ABF3, DPBF3/AREB3, GBF4 and AIB) in the ABA signaling pathway, and NPR1, a key factor in the SA signaling pathway, were highly induced during the D20 and DT stages (Fig. 6). 

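NPR1, the receptor-type coactivator of salicylic acid responses, rose from 0.412 ± 0.137 scaled FPKM in F to 10.6 ± 2.25 at D20 and 8.09 ± 1.88 at DT (log2 4.70, SE 0.53, adjusted p = 9.4e-05 at D20, and log2 4.30, SE 0.53, adjusted p = 2.7e-04 at DT). The ABA receptor PYL1, which blocks phosphatases when ABA binds, rose from 14.3 ± 7.42 in F to 65.6 ± 14.4 at D20 (log2 2.19, SE 0.56, adjusted p = 0.011). PYL4, another receptor of the family, had 52.3 ± 18.4 in F, 21.8 ± 14.4 at D20 and 12.3 ± 0.365 at DT (log2 −1.26, adjusted p = 0.072 at D20, and log2 −2.09, SE 0.52, adjusted p = 0.013 at DT). ABF2, a bZIP factor that switches on ABA-responsive genes, rose from 11.7 ± 5.79 in F to 29.0 ± 6.80 at D20 (log2 1.31, SE 0.41, adjusted p = 0.03). GBF4, a G-box binding bZIP factor, rose from 3.003 ± 0.396 in F to 11.4 ± 0.568 at D20 (log2 1.92, SE 0.41, adjusted p = 0.004). ABF3, a close relative of ABF2, fell from 7.85 ± 2.34 in F to 0.729 ± 0.0572 at D20 (log2 −3.42, SE 0.54, adjusted p = 6.7e-04). DPBF3, a bZIP factor known from seeds, fell from 3.57 ± 0.470 in F to 0.0605 ± 0.0855 at D20 (log2 −5.58, SE 0.93, adjusted p = 8.9e-04). The bHLH factor AIB, an ABA-inducible regulator, had 1.23 ± 0.589 in F, 0.565 ± 0.258 at D20 and 1.61 ± 0.411 at DT (log2 −1.13, adjusted p = 0.24 at D20). Unigenes of each name that rose and fell at D20 are 16 and 0 of 26 for ABF2, 5 and 0 of 12 for GBF4, 1 and 1 of 2 for ABF3 and 2 and 5 of 9 for DPBF3. For the receptors and NPR1 they are 1 and 0 of 2 for PYL1, 0 and 1 of 7 for PYL4 and 2 and 0 of 4 for NPR1. Of ABA signalling, 21 of 80 tested rose and 18 fell at D20 (21 and 19 adjusted over the list alone, 17 and 29 with limma on log2(FPKM + 0.1), 19 and 21 without a filter on low FPKM). Of protein phosphatases 2C, 113 of 305 tested rose and 35 fell at D20 (123 and 37 adjusted over the list alone). For protein phosphatases 2C at D20, camera gives adjusted p = 5.3e-07, and adjusted p = 0.13 with an estimated correlation. Protein phosphatases 2C counts at D20 are 64 and 24 without F replicate 2, 77 and 20 without D20 replicate 1. Of ABA synthesis, 24 of 45 tested rose and 7 fell at D20 (25 and 7 adjusted over the list alone). For ABA synthesis at D20, camera gives adjusted p = 1.1e-05, and adjusted p = 0.2 with an estimated correlation. ABA synthesis counts at D20 are 15 and 4 without F replicate 1. Of salicylic acid signalling, 4 of 20 tested rose and 7 fell at D20 (4 and 7 adjusted over the list alone). CL3961.Contig1, D20 vs F, is not called without F replicate 2 (log2 1.73) or D20 replicate 2 (log2 1.95). CL8145.Contig1, DT vs F, is not called without F replicate 1 (log2 −1.76) or DT replicate 1 (log2 −2.06) or DT replicate 2 (log2 −2.12). CL3292.Contig6, D20 vs F, is not called without F replicate 2 (log2 0.86) or D20 replicate 1 (log2 1.05) or D20 replicate 2 (log2 1.53).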

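The auxin receptor TIR1, an F-box protein, rose from 5.76 ± 0.706 scaled FPKM in F to 28.0 ± 15.0 at D75 and 109.9 ± 5.16 at D20 (log2 2.28, SE 0.46, adjusted p = 0.033 at D75, and log2 4.25, SE 0.50, adjusted p = 1.2e-04 at D20). GH3.3, which ties auxin to amino acids, rose from 0 in F to 2.71 ± 1.06 at D20 (at least 23.0-fold, adjusted p = 0.0013). GH3.6, of the same enzyme family, rose from 6.97 ± 3.46 in F to 29.9 ± 1.20 at D20 (log2 2.10, SE 0.65, adjusted p = 0.027). IAA27, a repressor of auxin responses, rose from 2.90 ± 0.538 in F to 13.1 ± 5.06 at D20 (log2 2.17, SE 0.44, adjusted p = 0.003). IAA13, another such repressor, fell from 11.6 ± 0.360 in F to 1.99 ± 0.259 at D20 (log2 −2.54, SE 0.42, adjusted p = 8.4e-04). IAA9, a repressor known from leaf form, had 30.6 ± 4.38 in F and 17.0 ± 1.33 at D20 (log2 −0.84, adjusted p = 0.099 at D20). CTR1, the kinase that blocks ethylene signalling, rose from 0.982 ± 0.180 in F to 14.6 ± 4.04 at D20 (log2 3.89, SE 0.46, adjusted p = 1.2e-04). EDR1, a related kinase of defence, had 11.4 ± 0.807 in F and 22.9 ± 2.21 at D20 (log2 1.01, adjusted p = 0.08 at D20). The brassinosteroid factor BEH4, of the BZR family, rose from 16.8 ± 6.13 in F to 59.9 ± 1.53 at D20 (log2 1.83, SE 0.40, adjusted p = 0.0043). BRL3, a brassinosteroid receptor kinase, rose from 0.560 ± 0.144 in F to 3.81 ± 3.55 at DT (log2 2.73, SE 0.77, adjusted p = 0.024). BRL1, of the same kinases, had 0.596 ± 0.274 in F, 0.860 ± 0.0416 at D20 and 1.45 ± 0.550 at DT (log2 0.50, adjusted p = 0.54 at D20). The GID1B unigene with the highest mean, for a gibberellin receptor, had 3.47 ± 0.0606 in F and 7.13 ± 2.12 at D20 (log2 1.04, adjusted p = 0.068 at D20). Name by name, those that rose and fell at D20 are 17 and 0 of 21 for GID1B, 10 and 3 of 28 for TIR1, 10 and 3 of 31 for CTR1 and 12 and 5 of 56 for EDR1. For the auxin repressors they are 1 and 1 of 3 for IAA27, 2 and 3 of 15 for IAA9 and 1 and 4 of 9 for IAA13. Of gibberellin signalling, 22 of 41 tested rose and 7 fell at D20 (24 and 8 adjusted over the list alone). For gibberellin signalling at D20, camera gives adjusted p = 3.9e-04, and adjusted p = 0.14 with an estimated correlation. Gibberellin signalling counts at D20 are 13 and 5 without F replicate 2, 15 and 3 without D20 replicate 1. Of auxin signalling, 22 of 149 tested rose and 69 fell at D20 (26 and 70 adjusted over the list alone). For auxin signalling at D20, camera gives adjusted p = 8.1e-04, and adjusted p = 0.39 with an estimated correlation. Auxin signalling counts at D20 are 11 and 46 without D20 replicate 1. Of brassinosteroid signalling, 2 of 36 tested rose and 8 fell at D20 (2 and 7 adjusted over the list alone). Brassinosteroid signalling counts at D20 are 1 and 4 without F replicate 1, 1 and 1 without F replicate 2, 1 and 0 without D20 replicate 1, 2 and 2 without D20 replicate 2. CL4591.Contig5, D75 vs F, is not called without F replicate 1 (log2 2.39) or F replicate 2 (log2 2.15). CL4282.Contig1, D20 vs F, is not called with any 1 of its 4 libraries left out (log2 1.65 to 2.64). Unigene32877, DT vs F, is not called without F replicate 1 (log2 2.95) or F replicate 2 (log2 2.52) or DT replicate 1 (log2 1.19).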

Brassinosteroid (BR) receptors (BRL1 and BRL3) and BZR1 (BEH4), key factors in the BR signaling pathway, a JA receptor (COI1), an ethylene receptor (EIN4) and key regulators (CTR1, EDR1, EIN3 and EIL1/EIN3-like) in the ethylene signaling pathway, a gibberellic acid (GA) receptor (GID1B), an auxin receptor (TIR1), IAA-acyl acid-amido synthetases (GH3.3 and GH3.6), and negative regulators (IAA27, IAA9 and IAA13) in the auxin signaling pathway were all induced during dehydration. In contrast, positive regulators of the cytokinin signaling pathway AHP1 and AHP4 were up-regulated only slightly during the early stage of dehydration.

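ARR4, a response regulator made when cytokinin is sensed, fell from 35.1 ± 8.38 scaled FPKM in F to 4.46 ± 2.51 at D75 and 0.546 ± 0.212 at D20 (log2 −2.98, SE 0.53, adjusted p = 0.02 at D75, and log2 −5.98, SE 0.64, adjusted p = 6.9e-05 at D20). The phosphotransfer protein AHP1, which passes the cytokinin signal to the nucleus, had 15.3 ± 0.0104 in F, 21.4 ± 14.5 at D75 and 8.73 ± 1.43 at D20 (log2 0.48, adjusted p = 0.65 at D75). AHP4, of the same family, had 2.67 ± 0.154 in F, 3.11 ± 1.97 at D75, 0 at D20 and 0.497 ± 0.479 at DT (log2 0.20, adjusted p = 0.93 at D75, and adjusted p = 0.0023 at D20). At D75 the unigenes that rose and fell under edgeR's quasi-likelihood test are 0 and 0 of 8 for AHP1 and 0 and 0 of 3 for AHP4, and at D20 0 and 2 of 8 for AHP1 and 0 and 1 of 3 for AHP4. Of cytokinin signalling, 3 of 77 tested rose and 43 fell at D20 (3 and 52 adjusted over the list alone). For cytokinin signalling at D20, camera gives adjusted p = 3.5e-10, and adjusted p = 0.062 with an estimated correlation. Cytokinin signalling counts at D20 are 1 and 25 without D20 replicate 1, 1 and 28 without D20 replicate 2. Of cytokinin signalling, 1 of 77 tested rose and 37 fell at DT (2 and 47 adjusted over the list alone). For cytokinin signalling at DT, camera gives adjusted p = 1.6e-11, and adjusted p = 0.068 with an estimated correlation. Cytokinin signalling counts at DT are 1 and 20 without F replicate 2, 0 and 18 without DT replicate 1, 1 and 19 without DT replicate 2. Unigene28319, D75 vs F, is not called without F replicate 1 (log2 −2.73) or F replicate 2 (log2 −3.21).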

**Fig. 6:**
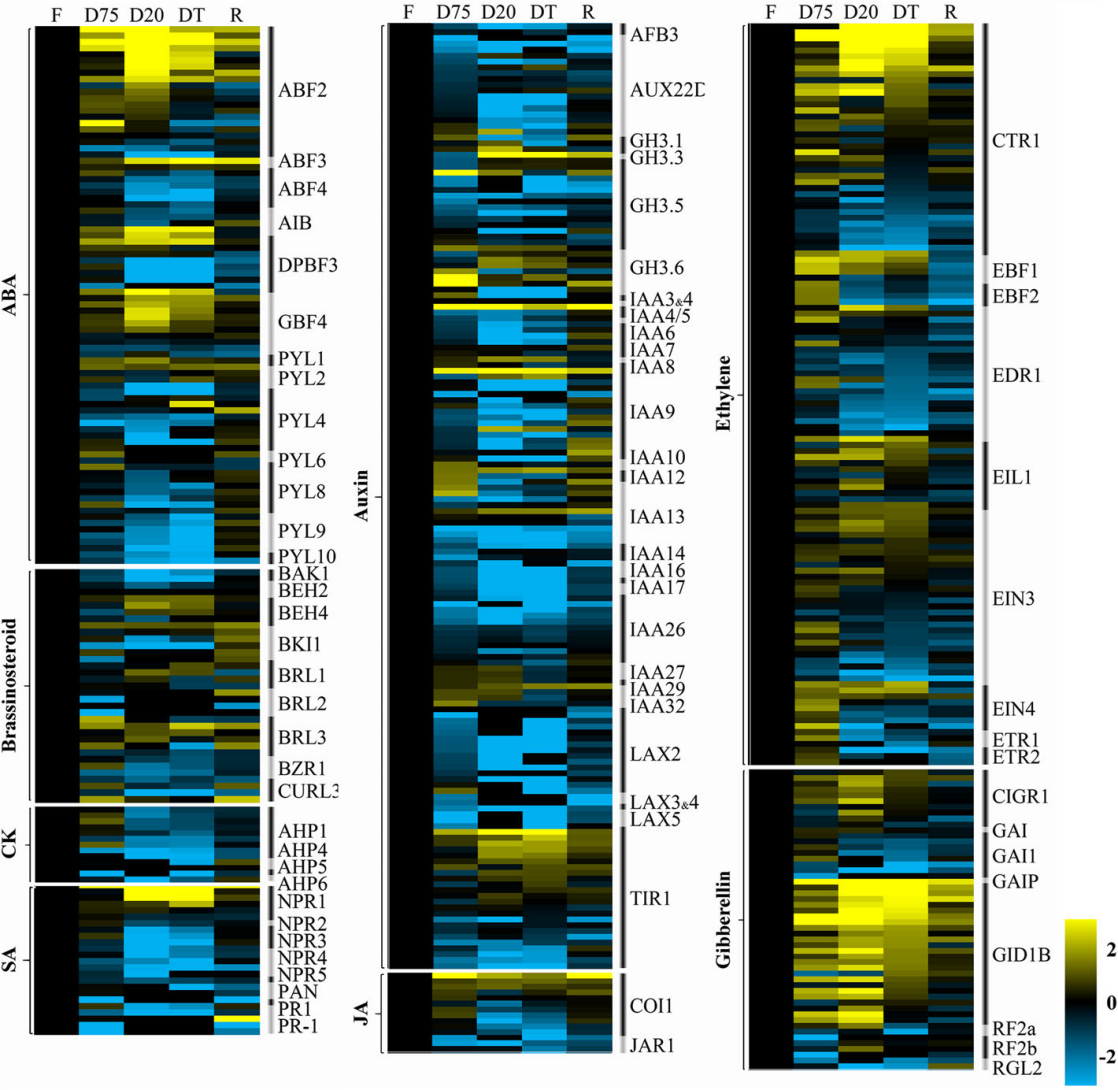
Heatmap representing transcriptional changes in the DEGs related to the plant hormone signaling pathway during dehydration (D75, D20, DT) and rehydration (R). Genes of interest were selected according to their relevance, and then the data were log transformed and normalized to those of the fresh stage to determine fold changes, as indicated by the colored bar

### DEGs related to protein quality control and DNA repair

Protein processing in the ER and ubiquitin-mediated proteolysis are both involved in protein-quality control. Among the related DEGs, most small heat shock proteins and HSP/HSC70s were most strongly up-regulated in the D20 treatment, whereas stromal HSP70c in chloroplasts was reduced in D20 and DT after transiently increasing in D75 (Fig. 7a). 

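The 18.2 kDa class I small heat shock protein, a chaperone that holds unfolding proteins, rose from 3.51 ± 0.769 scaled FPKM in F to 108 ± 8.17 at D20 and 638 ± 448 at DT (log2 4.93, SE 0.65, adjusted p = 2.1e-04 at D20, and log2 7.49, SE 0.72, adjusted p = 1.1e-04 at DT). The 17.8 kDa class I protein of the same assembly cluster, with which it may share reads, rose from 6.34 ± 2.62 in F to 508 ± 387 at DT (log2 6.31, SE 0.71, adjusted p = 1.9e-04). Heat shock cognate 70 kDa protein 2, a general folding chaperone, rose from 343 ± 61.8 in F to 2622 ± 42.9 at D20 and 2649 ± 37.0 at DT (log2 2.94, SE 0.61, adjusted p = 0.0035 at D20, and log2 2.95, SE 0.61, adjusted p = 0.0051 at DT). The stromal HSP70, which folds proteins in plastids, had 34.7 ± 1.22 in F, 51.6 ± 37.8 at D75, 38.5 ± 6.45 at D20, 51.6 ± 9.71 at DT and 57.5 ± 1.20 at R (log2 0.57, adjusted p = 0.59 at D75). Heat stress factor A-2b, an activator of such genes, rose from 13.2 ± 7.47 in F to 149 ± 43.4 at D20 (log2 3.48, SE 0.94, adjusted p = 0.014). Of small heat shock proteins, 7 of 35 tested rose and 5 fell at D20 (7 and 5 adjusted over the list alone). Of small heat shock proteins, 18 of 35 tested rose and 0 fell at DT (21 and 2 adjusted over the list alone). For small heat shock proteins at DT, camera gives adjusted p = 2.1e-10, and adjusted p = 0.26 with an estimated correlation. Of the 18 small heat shock unigenes that rose at a dehydration stage, 16 had their highest mean at DT. Of HSP70 family, 12 of 91 tested rose and 14 fell at D20 (11 and 13 adjusted over the list alone, 12 and 6 with fragments summed per assembly cluster). HSP70 family counts at D20 are 7 and 7 without F replicate 1, 5 and 7 without F replicate 2, 6 and 4 without D20 replicate 1, 7 and 5 without D20 replicate 2. Of HSP70 family, 10 of 91 tested rose and 11 fell at DT (12 and 13 adjusted over the list alone, 11 and 4 with fragments summed per assembly cluster). The HSP70 family median log2 at DT is −0.12, and camera points up (adjusted p = 0.58, adjusted p = 0.64 with an estimated correlation). HSP70 family counts at DT are 6 and 6 without F replicate 1, 5 and 6 without F replicate 2, 5 and 4 without DT replicate 1, 9 and 3 without DT replicate 2. Of 16 HSP70 unigenes that rose, 8 were highest at D20 and 7 at DT. Of heat shock factors, 43 of 88 tested rose and 7 fell at D20 (48 and 7 adjusted over the list alone). For heat shock factors at D20, camera gives adjusted p = 2.4e-09, and adjusted p = 0.13 with an estimated correlation. Heat shock factors counts at D20 are 26 and 6 without F replicate 2, 29 and 4 without D20 replicate 1. CL3610.Contig1, D20 vs F, is not called without F replicate 1 (log2 4.14) or F replicate 2 (log2 2.99) or D20 replicate 1 (log2 3.15).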

ER lumen protein-retaining receptor 2 (ERD2) and ER oxidoreductin-1 (ERO1) showed prominent up-regulation in the D20 and DT stages. 

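ERD2, the receptor that returns ER proteins from the Golgi body, rose from 14.7 ± 10.2 scaled FPKM in F to 106 ± 16.9 at D20 and 61.8 ± 6.85 at DT (log2 2.85, SE 0.59, adjusted p = 0.0033 at D20, and log2 2.06, SE 0.57, adjusted p = 0.022 at DT), with 31.9 ± 3.12 at R. ERO1, which drives disulfide formation in the ER, rose from 5.36 ± 0.221 in F to 22.8 ± 0.852 at D20 and 27.4 ± 2.24 at DT (log2 2.09, SE 0.43, adjusted p = 0.0033 at D20, and log2 2.35, SE 0.43, adjusted p = 0.0027 at DT). Those that rose and fell are 8 and 3 of 20 for ERD2 and 4 and 0 of 5 for ERO1 at D20, and 8 and 3 of 20 for ERD2 and 3 and 0 of 5 for ERO1 at DT. CL545.Contig2, DT vs F, is not called without F replicate 2 (log2 1.501) or DT replicate 1 (log2 2.17) or DT replicate 2 (log2 1.95).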

The E3 ubiquitin-protein ligases, including the C terminus of HSC70-interacting protein, Rab interactor 2, RING membrane-anchor 1 homolog 1, and RING membrane-anchor 2 and 3, showed overall up-regulation from D75 onward, reaching the highest levels in D20 or DT.

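RMA1H1, a membrane-bound ubiquitin ligase of the ER, rose from 2.35 ± 1.27 scaled FPKM in F to 15.8 ± 3.08 at D75 and 46.1 ± 12.3 at D20 (log2 2.72, SE 0.48, adjusted p = 0.02 at D75, and log2 4.26, SE 0.50, adjusted p = 1.2e-04 at D20), with 19.0 ± 0.264 at DT. CHIP, a ligase that works with HSP70, rose from 3.31 ± 0.975 in F to 20.9 ± 1.40 at D20 (log2 2.65, SE 0.43, adjusted p = 7.4e-04). RMA2, a relative of RMA1H1, rose from 0.893 ± 0.614 in F to 7.24 ± 0.0925 at D20 (log2 2.96, SE 0.61, adjusted p = 0.0034). RMA3, of the same family, rose from 1.19 ± 0.0519 in F to 10.1 ± 0.807 at D20 (log2 3.07, SE 0.50, adjusted p = 8.4e-04). RIN2, a ligase of defence signalling, rose from 7.96 ± 1.57 in F to 20.1 ± 0.828 at D20 (log2 1.33, SE 0.35, adjusted p = 0.012). Of RMA, RIN2 and CHIP E3 ligases, 1 of 56 tested rose and 0 fell at D75 (4 and 0 adjusted over the list alone). For RMA, RIN2 and CHIP E3 ligases at D75, camera gives adjusted p = 0.01, and adjusted p = 0.43 with an estimated correlation. RMA, RIN2 and CHIP E3 ligases counts at D75 are 0 and 0 without F replicate 2, 7 and 0 without D75 replicate 1, 4 and 1 without D75 replicate 2. Of RMA, RIN2 and CHIP E3 ligases, 19 of 56 tested rose and 2 fell at D20 (20 and 2 adjusted over the list alone). For RMA, RIN2 and CHIP E3 ligases at D20, camera gives adjusted p = 2.4e-06, and adjusted p = 0.13 with an estimated correlation. Of RMA, RIN2 and CHIP E3 ligases, 14 of 56 tested rose and 3 fell at DT (18 and 4 adjusted over the list alone). For RMA, RIN2 and CHIP E3 ligases at DT, camera gives adjusted p = 5.7e-05, and adjusted p = 0.17 with an estimated correlation. RMA, RIN2 and CHIP E3 ligases counts at DT are 5 and 1 without F replicate 2, 8 and 1 without DT replicate 1, 8 and 0 without DT replicate 2. Of the 21 ligase unigenes that rose at a dehydration stage, 17 were highest at D20. CL9096.Contig7, D75 vs F, is not called without F replicate 2 (log2 2.28). CL11851.Contig3, D20 vs F, is not called without F replicate 1 (log2 1.06) or D20 replicate 1 (log2 1.29) or D20 replicate 2 (log2 1.38).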

**Fig. 7:**
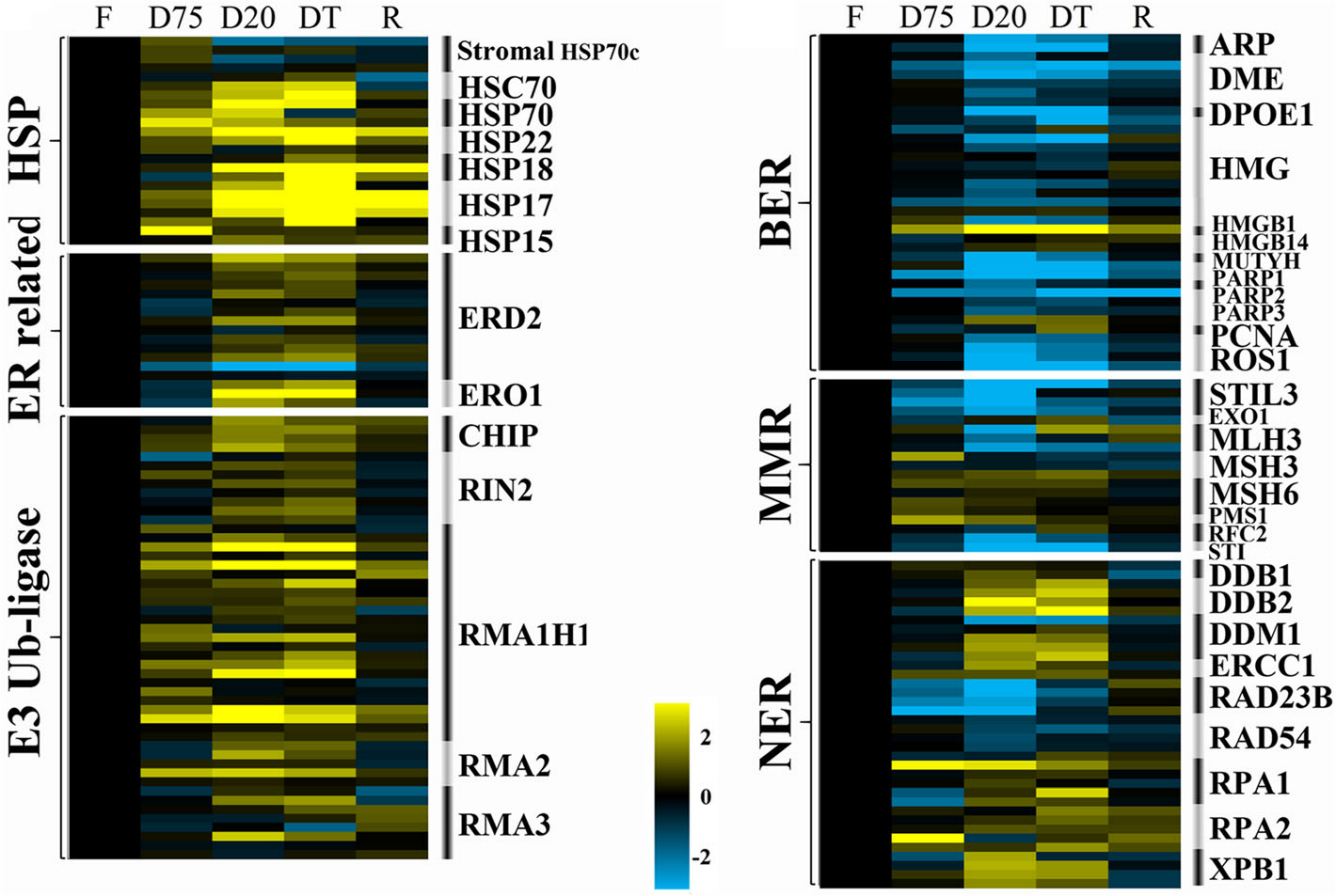
Heatmap representing transcriptional changes in the DEGs related to protein-quality control and DNA repair during dehydration (D75, D20, DT) and rehydration (R). **a** DEGs encoding heat shock proteins (HSPs), ER-related proteins and E3 ubiquitin ligases (E3 Ub-ligases). **b** DEGs involved in base excision repair (BER), nucleotide excision repair (NER) and mismatch repair (MMR). Data were log transformed and normalized to those of the fresh stage to determine fold changes, as indicated by the colored bar

Base excision repair (BER), nucleotide excision repair (NER) and mismatch repair (MMR) are the three main pathways involved in DNA repair. 

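XPB1, a helicase that opens DNA at a lesion, rose from 1.998 ± 0.420 scaled FPKM in F to 12.2 ± 1.57 at D20 and 9.38 ± 1.26 at DT (log2 2.61, SE 0.40, adjusted p = 5.7e-04 at D20, and log2 2.23, SE 0.40, adjusted p = 0.0022 at DT). RAD23c, which helps recognise damage, rose from 21.3 ± 3.18 in F to 64.8 ± 3.17 at D20 (log2 1.61, SE 0.36, adjusted p = 0.0054). The large subunit of replication protein A (RPA1), which coats single-stranded DNA, fell from 284 ± 122 in F to 24.3 ± 12.5 at D20 (log2 −3.55, SE 0.55, adjusted p = 5.9e-04). Its middle subunit (RPA2), of the same complex, rose from 2.30 ± 1.02 in F to 7.46 ± 0.819 at D20 (log2 1.72, SE 0.52, adjusted p = 0.026). DNA damage-binding protein 1, a sensor of damage, had 7.48 ± 1.38 in F, 11.8 ± 0.613 at D20 and 12.5 ± 0.800 at DT (log2 0.65, adjusted p = 0.16 at D20). DDB2, its partner, had 1.04 ± 0.236 in F, 0 at D20 and 0 at DT (adjusted p = 0.12 at D20). The chromatin remodeler DDM1, which keeps DNA methylated, rose from 12.7 ± 2.54 in F to 28.2 ± 6.10 at DT (log2 1.15, SE 0.37, adjusted p = 0.041). At D20, the unigenes that rose and fell are 3 and 0 of 4 for XPB1, 2 and 16 of 54 for RPA1 and 1 and 0 of 5 for RPA2. With edgeR's quasi-likelihood test they are 0 and 1 of 4 for DDM1, 0 and 0 of 11 for DDB1 and 0 and 0 of 2 for DDB2. Of nucleotide excision repair, 18 of 135 tested rose and 25 fell at D20 (18 and 25 adjusted over the list alone). Nucleotide excision repair counts at D20 are 7 and 20 without F replicate 1, 10 and 11 without F replicate 2, 10 and 9 without D20 replicate 1, 8 and 12 without D20 replicate 2. Of nucleotide excision repair, 13 of 135 tested rose and 19 fell at DT (15 and 19 adjusted over the list alone). Nucleotide excision repair counts at DT are 5 and 16 without F replicate 1, 5 and 7 without F replicate 2, 6 and 7 without DT replicate 1, 4 and 10 without DT replicate 2. CL3446.Contig1, D20 vs F, is not called without F replicate 1 (log2 1.22) or D20 replicate 1 (log2 1.60) or D20 replicate 2 (log2 1.82). Unigene14647, DT vs F, is not called with any 1 of its 4 libraries left out (log2 0.91 to 1.35).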

The majority of transcripts encoding proteins that participate in NER, including DNA damage binding proteins 1 and 2 (DDB1/DDB2), decrease in DNA methylation (DDM1), replication protein A 1 and 2 (RPA1/RPA2), and DNA repair helicase (XPB1) showed prominent patterns of up-regulation in D20 and DT (Fig. 7b). In contrast, most transcripts involved in BER and MMR were down-regulated during dehydration (Fig. 7b).

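PMS1, which acts in mismatch repair, rose from 39.1 ± 12.9 scaled FPKM in F to 174 ± 77.5 at D75 and 142 ± 31.4 at D20 (log2 2.15, SE 0.47, adjusted p = 0.043 at D75, and log2 1.86, SE 0.47, adjusted p = 0.01 at D20). Proliferating cell nuclear antigen, the sliding clamp shared by several repair pathways, rose from 7.69 ± 0.897 in F to 26.0 ± 23.4 at DT (log2 1.76, SE 0.57, adjusted p = 0.043). Of base excision repair, 23 of 125 tested rose and 22 fell at D20 (24 and 23 adjusted over the list alone, 18 and 35 with limma on log2(FPKM + 0.1), 24 and 27 without a filter on low FPKM). The base excision repair median log2 at D20 is −0.92, and camera points up (adjusted p = 0.65, adjusted p = 0.67 with an estimated correlation). Base excision repair counts at D20 are 16 and 13 without F replicate 2, 17 and 11 without D20 replicate 2. Of base excision repair, 23 of 125 tested rose and 13 fell at DT (23 and 14 adjusted over the list alone, 20 and 26 with limma on log2(FPKM + 0.1)). The base excision repair median log2 at DT is −0.46, and camera points up (adjusted p = 0.42, adjusted p = 0.49 with an estimated correlation). Base excision repair counts at DT are 14 and 4 without F replicate 2, 18 and 3 without DT replicate 1, 17 and 5 without DT replicate 2. Of mismatch repair, 2 of 57 tested rose and 10 fell at D20 (2 and 9 adjusted over the list alone). Mismatch repair counts at D20 are 0 and 5 without F replicate 2, 0 and 3 without D20 replicate 1, 1 and 4 without D20 replicate 2. Of mismatch repair, 0 of 57 tested rose and 5 fell at DT (0 and 3 adjusted over the list alone). Mismatch repair counts at DT are 0 and 1 without F replicate 2, 0 and 1 without DT replicate 1, 0 and 1 without DT replicate 2. Unigene32571, D75 vs F, is not called without F replicate 1 (log2 2.52) or F replicate 2 (log2 1.85). Unigene32571, D20 vs F, is not called without F replicate 2 (log2 1.55) or D20 replicate 1 (log2 1.62). CL5264.Contig1, DT vs F, is not called without F replicate 1 (log2 1.55) or F replicate 2 (log2 1.89) or DT replicate 1 (log2 0.30).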

## Discussion

Most plants are not of the resurrecting type and therefore can tolerate water loss down to approximately 30% RWC only for relatively short periods [11, 15]. Below this water content, they are unable to recover even if water becomes available again; in other words, this level is the “point of no return” for most plants. Our previous physiological and metabolic studies described numerous changes that occurred in *H. rhodopensis* during severe dehydration [10, 12]. One of the aims of our present study was to understand whether and when (in terms of before or around this stage of dehydration) alterations occur at the transcriptome level in association with respective physiological changes.

It was previously shown that signaling and transcriptional changes induced by dehydration in *H. rhodopensis* regulate growth and photosynthesis (protein kinases and early light-inducible proteins), sugar metabolism (sucrose and raffinose synthase) and activation of diverse protectants (catalases, LEA and HSPs) [5]. Our de novo analysis not only supported these results but also identified novel genes that extend our understanding of the roles that cyclic electron flow (CEF), carbon turnover, phenylpropanoids, stress hormone signal transduction, protein quality control and DNA repair play in desiccation tolerance. The additional dehydration time points used here allowed us to outline the dynamic transcriptomic regulation during the dehydration and rehydration processes. The largest numbers of both up- and down-regulated DEGs were observed at this stage (Fig. 1). Most dehydration-repressed transcripts reached their lowest level at D20, regardless of whether these genes were transiently up-regulated during certain stages of dehydration or upon recovery (Fig. 3). A significant portion of the D20 up-regulated DEGs were annotated in the same biological processes and KEGG pathways as those up-regulated in DT, but did not always match those up-regulated in D75, as a large proportion of the DEGs showed opposing up- and down-regulation when the expression patterns of D75 and D20 were compared (Fig. 3). These data clearly indicate that desiccation tolerance mechanisms undergo reprogramming at the transcriptome level at the D20 stage. This finding extends the present understanding of desiccation tolerance mechanisms in *H. rhodopensis*.

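The polygalacturonase subunit JP630, a wall protein, had 18.4 ± 8.46 scaled FPKM in F, 162 ± 20.1 at D75 and 0.309 ± 0.104 at D20 (D20 against D75 log2 −8.98, SE 0.63, adjusted p = 4.6e-05). The receptor kinase FERONIA, a sensor of wall integrity, had 21.8 ± 6.25 in F, 4.43 ± 0.751 at D75 and 132.9 ± 42.3 at D20 (D20 against D75 log2 4.91, SE 0.52, adjusted p = 1.4e-04). Both were chosen after their values were seen, as unigenes that moved in opposite directions at D75 and D20. At an adjusted p below 0.05, 14 of 572 unigenes higher at D75 were lower at D20, and 6 of 989 lower at D75 were higher at D20. Called in the same direction at both stages were 415 and 925, and both stages are compared with the same F libraries. Over all tested unigenes, 65.7% have the same sign at D75 and D20, against 67.5% for unchanged groups compared with a shared, likewise simulated F group. The covariance of the log2 fold changes is 2.951 against 0.61 in those groups, and the correlation is 0.559 against 0.551. Independent lists of the called sizes would share 80.2 higher and 176 lower unigenes, where 415 and 925 were shared. Of the 572 higher at D75, 146 were lower and 130 higher at D20 than at D75. Of the 989 lower at D75, 383 were lower and 55 higher at D20 than at D75. Without regard to a test at D75, 213 (9.7%) of the DEGs higher at D20 and 419 (13.6%) of those lower had a fitted value of the opposite sign at D75. Of DEGs at DT, 90.3% of those higher and 94.4% of those lower were also DEGs at D20 in the same direction. Without D20 replicate 1 or 2, only 5 or 209 unigenes are DEGs at D20, which bounds the shared count, and 5 and 159 of them are DEGs at DT. From the number of DEGs, the stage of the lowest levels and the opposing changes between D75 and D20, the paper concludes that desiccation tolerance mechanisms are reprogrammed at the transcriptome level at the D20 stage.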

### Energy and primary and secondary metabolic processes

Over-reduction of the electron transport chain and carbon starvation are among the main negative impacts of drought stress that result in reduced carbon fixation. Approximately 40% of the novel unigenes reported here are related to metabolic pathways and photosynthesis (Additional file 2: Fig. S1d). This large proportion allowed us to investigate the correlations of our transcriptomic data with physiological and metabolomic data (Fig. 3d; 5c). In this analysis, we identified changes in the photosynthetic apparatus and the mobilization of free and lipid-derived fatty acids and branched amino acids to ensure the availability of energy and alternative carbon sources to allow accumulation of osmoprotectants and antioxidants during desiccation. Many of these changes are similar to those that have been observed in plant seeds or during carbon starvation in non-resurrection plants [10, 16–22].

Resurrection plants can reduce linear electron transport flux through reorganization of the photosynthetic apparatus, thus preventing oxidative stress [10, 23]. A dehydration-triggered decrease in PSII performance was accompanied by reduced expression of associated genes, which belonged mostly to clusters 4, 5 and 6 (Fig. 3d), including chlorophyll a/b-binding protein and the light-harvesting complex Lhcb1, as reported previously [5]. In addition, the decrease in transcription of the PSI-K subunit of PSI (Additional file 9: Fig. S3) is directly responsible for the altered distribution of excitation energy and uncoupling between the photosystems [24], possibly explaining the observed decrease in electron flow between PSI and PSII [10, 25]. On the other hand, our present transcriptomic evidences indicating maintenance of CEF during dehydration corroborated the results of our previous study [10]. 

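Chlorophyll a-b binding protein 7, an antenna protein of photosystem I, had 1806 ± 201 scaled FPKM in F, 1625 ± 61.1 at D75, 79.1 ± 49.0 at D20, 292 ± 24.3 at DT and 2287 ± 68.1 at R (log2 −4.51, SE 0.61, adjusted p = 2.5e-04 at D20). A protochlorophyllide reductase (CL15566.Contig2), of the light-dependent step to chlorophyll, fell from 763 ± 361 in F to 1.16 ± 0.441 at D20 (log2 −9.35, SE 0.83, adjusted p = 3.7e-05). A RuBisCO small subunit (CL14024.Contig1), of carbon fixation, fell from 1445 ± 202 in F to 14.9 ± 4.73 at D20 (log2 −6.59, SE 0.61, adjusted p = 4.0e-05). Of chlorophyll synthesis, 3 of 39 tested rose and 17 fell at D20 (3 and 19 adjusted over the list alone). For chlorophyll synthesis at D20, camera gives adjusted p = 9.9e-06, and adjusted p = 0.15 with an estimated correlation. Of RuBisCO small subunit and Calvin cycle, 1 of 28 tested rose and 21 fell at D20 (1 and 21 adjusted over the list alone). For RuBisCO small subunit and Calvin cycle at D20, camera gives adjusted p = 1.6e-16, and adjusted p = 0.062 with an estimated correlation.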

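The single tested unigene for subunit psaK (PSI-K), which helps bind antenna to photosystem I, had 3093 ± 548 scaled FPKM in F, 1631 ± 1005 at D75, 56.8 ± 13.8 at D20, 204 ± 54.0 at DT and 2267 ± 583 at R (log2 −5.77, SE 0.67, adjusted p = 1.1e-04 at D20, and log2 −3.92, SE 0.61, adjusted p = 0.001 at DT, and log2 −0.45, adjusted p = 0.82 at R).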

The up-regulation of ferredoxin and NADPH-quinone oxidoreductase subunits not only suggests the presence of the chloroplastic NAD(P)H dehydrogenase complex in *H. rhodopensis* but also highlights its role in desiccation tolerance as a component of CEF [26, 27].

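Subunit M of the chloroplast NAD(P)H-quinone oxidoreductase, a nuclear gene of the cyclic electron route, had 6.20 ± 3.28 scaled FPKM in F, 10.6 ± 0.311 at D75, 27.9 ± 2.97 at D20, 31.8 ± 4.34 at DT and 11.5 ± 1.38 at R (log2 2.16, SE 0.42, adjusted p = 0.0024 at D20, and log2 2.35, SE 0.42, adjusted p = 0.0024 at DT). The chloroplast ferredoxin with the highest mean (Unigene1700), the main electron acceptor of photosystem I, fell from 2054 ± 614 in F to 347 ± 33.8 at D20 (log2 −2.56, SE 0.51, adjusted p = 0.0027).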

The process of lipid turnover is very important in both tolerant and sensitive plants under drought stress. The up-regulated expression of PLD during dehydration (Fig. 5a) is likely to correspond with increased glycerophosphorylethanolamine (GPE) and glycerophosphorylcholine (GPC) and decreased phosphatidylethanolamine levels, reported in our previous study [10]. PLD activity induction by dehydration has been reported in the resurrection plant *Craterostigma plantagineum* [28], as well as in the drought-tolerant *Arabidopsis* ecotype Columbia [29]. A drastic decrease in lipid levels, especially membrane lipids such as phosphatidylethanolamine, has been observed in *Ramonda serbica*, a close relative of *H. rhodopensis* [25] and in the African resurrection plant *Sporobolus stapfianus* [26]. Thus, the reported correlation between PLD and related metabolites [10] (Fig. 5c), combined with the increased levels of malondialdehyde [5, 11, 30], strongly confirm the occurrence of lipid degradation in *H. rhodopensis* under stress. In comparison with the massive degradation of membranes in desiccation-sensitive species [31], these processes are quite limited in resurrection plants. Here, the turnover of damaged lipids may have a protective role, ensuring the accumulation of osmoprotectants such as GPC [32], signaling molecules and carbon precursors needed for biosynthetic processes during drought stress [10, 19, 33]*.* The up-regulation of the main enzymes responsible for fatty-acid degradation, MBCD and ACOX2 (Fig. 5a), supports the decreased free fatty acid content found during desiccation (Fig. 5c) [12].

Degradation of branched-chain amino acids provides an alternative carbon source in plants under unfavorable conditions [17, 21]. The up-regulation of BCAL3 and HMGL, which are involved in the degradation of valine, leucine and isoleucine (Fig. 5a), may explain the decreasing levels of these amino acids during dehydration (Fig. 5c) [10, 12].

Increased expression of *CYSZ*, *TPIC*, *PGKH*, *HXK1*, *SUS2* and *SPSA1* (Fig. 5a), which are related to the citric acid cycle, glycolysis/gluconeogenesis and sucrose biosynthesis, is in agreement with previous reports of increased metabolite levels during these biological processes and massive accumulation of sucrose during dehydration (Fig. 5c) [5, 10, 12].

We also found significantly elevated expression of genes involved in the synthesis of phenylpropanoids and flavonoids (Fig. 5b). I7GT1 encodes a UDP-glycosyltransferase, a type of enzyme that is related to the accumulation of p-coumaryl alcohol 4-*O*-glucoside, coniferin, syringin, and coniferyl and sinapyl alcohol 4-*O*-glucoside via glucosylation of soluble intermediates in *Arabidopsis* [34]. The up-regulation of F3’H and SRG1 during dehydration (Fig. 5b) is correlated directly with the accumulation of flavonoids, including quercetin, aromadendrin, taxifolin, ephedrine, leucocyanidin, cyanidin, *cis*-3,4-leucopelargonidin and pelargonidin [35, 36]. These phenylpropanoids and flavonoids are common plant secondary metabolites that function both as structural and signaling molecules [36].

Glutathione is involved in plant desiccation tolerance as an antioxidant [11, 37, 38]. DEGs related to glutathione metabolism have been reported previously in *H. rhodopensis* [5] and another resurrection plant species from the same family Gesneriaceae, *Boea hygrometrica* [3]. Over-expression of two transcripts in this study (Fig. 5b), GPX4 and GSHRC, accorded with these data and strongly confirmed the importance of glutathione as a major factor in desiccation tolerance.

### Plant hormone signal transduction

The plant hormone signaling network plays an integral role in the perception of and response to unfavorable environments. Previously, transient induction of JA and ABA has been reported, reaching their highest levels at approximately 55 and 25% RWC, respectively, in the dehydrated leaves of *H. rhodopensis,* whereas SA accumulates to its highest level at 25% RWC and is maintained during full dehydration [9]. The increased expression of biosynthesis- and signaling-related genes for these stress hormones contributes to plant drought tolerance by inducing biosynthesis of defense proteins and protective secondary metabolites. 

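COI1, the F-box receptor of jasmonate, rose from 10.9 ± 2.70 scaled FPKM in F to 36.9 ± 5.89 at D20 and 34.1 ± 6.58 at DT (log2 1.76, SE 0.42, adjusted p = 0.0075 at D20, and log2 1.64, SE 0.42, adjusted p = 0.015 at DT). JAR1, which makes the active jasmonate by adding isoleucine, fell from 2.74 ± 0.801 in F to 0.333 ± 0.0886 at D20 (log2 −3.003, SE 0.66, adjusted p = 0.0046). Allene oxide synthase (CL15893.Contig3), an early enzyme of jasmonate synthesis, fell from 62.5 ± 32.1 in F to 2.38 ± 0.389 at D20 (log2 −4.71, SE 0.55, adjusted p = 1.1e-04). At D20, those that rose and fell are 2 and 4 of 11 for COI1 and 0 and 2 of 2 for JAR1. Of jasmonate signalling, 15 of 101 tested rose and 20 fell at D20 (16 and 22 adjusted over the list alone). Jasmonate signalling counts at D20 are 11 and 9 without F replicate 1, 4 and 14 without F replicate 2, 9 and 8 without D20 replicate 1, 9 and 6 without D20 replicate 2. Unigene9213, D20 vs F, is not called without F replicate 2 (log2 1.51) or D20 replicate 2 (log2 1.58). Unigene9213, DT vs F, is not called without F replicate 2 (log2 1.41) or DT replicate 2 (log2 1.43). Unigene28863, D20 vs F, is not called without D20 replicate 2 (log2 −2.76).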

In this study, we found that the JA receptor COI1 was induced during dehydration (Fig. 6), but that the transcriptional activator of the JA signaling pathway, JAR1, was significantly repressed at the D20 and DT stages, indicating conversion of the JA signaling pathway under continuous stress, in accordance with the reported pattern of JA dynamics [9]. In contrast, at the transcriptional level, ABA and SA signaling transduction is activated at D20 and DT through the induction of key transcription factors such as ABFs, GBFs and AIB factors, and NPR1, thus confirming the roles of ABA and SA as stress signaling molecules and that of SA in the antioxidant response of the plant to dehydration [12].

Dynamic changes of ethylene in desiccation tolerance have not been reported; however, 1-aminocyclopropane-1-carboxylic acid oxidase transcripts have been shown to accumulate during dehydration [39]. 

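The ethylene receptor ETR1, which signals until ethylene binds, had 17.8 ± 0.0227 scaled FPKM in F, 33.3 ± 0.0439 at D75 and 6.60 ± 0.0603 at D20 (log2 0.91, adjusted p = 0.19 at D75, and log2 −1.43, SE 0.34, adjusted p = 0.0072 at D20). ETR2, of the same family, fell from 2.35 ± 0.819 in F to 0.254 ± 0.131 at D20 and 0.167 ± 0.135 at DT (log2 −3.18, SE 0.60, adjusted p = 0.0019 at D20, and log2 −3.79, SE 0.64, adjusted p = 0.0016 at DT). EIN4, a contig of the same assembly cluster as ETR2 that may share its reads, had 2.09 ± 0.395 in F, 6.85 ± 3.13 at D75 and 3.58 ± 0.00216 at D20 (log2 1.72, adjusted p = 0.062 at D75). The transcription factor EIN3, which acts at the end of the pathway, had 3.42 ± 1.498 in F, 7.91 ± 2.60 at D75 and 13.7 ± 3.54 at D20 (log2 1.20, adjusted p = 0.17 at D75, and log2 1.99, SE 0.43, adjusted p = 0.0044 at D20). Across names, unigenes that rose and fell at D20 are 0 and 2 of 2 for ETR1, 0 and 1 of 2 for ETR2, 1 and 1 of 5 for EIN4 and 7 and 2 of 27 for EIN3. Of ethylene signalling, 36 of 137 tested rose and 14 fell at D20 (37 and 15 adjusted over the list alone, 18 and 26 with limma on log2(FPKM + 0.1)). For ethylene signalling at D20, camera gives adjusted p = 0.018, and adjusted p = 0.38 with an estimated correlation. Ethylene signalling counts at D20 are 19 and 13 without F replicate 1, 15 and 8 without F replicate 2, 23 and 3 without D20 replicate 1, 19 and 3 without D20 replicate 2. Of ethylene signalling, 14 of 137 tested rose and 10 fell at DT (14 and 9 adjusted over the list alone, 12 and 13 with limma on log2(FPKM + 0.1)). The ethylene signalling median log2 at DT is −0.04, and camera points up (adjusted p = 0.26, adjusted p = 0.62 with an estimated correlation). Ethylene signalling counts at DT are 10 and 3 without F replicate 2, 10 and 3 without DT replicate 2. CL10907.Contig1, D20 vs F, is not called without D20 replicate 1 (log2 −1.42) or D20 replicate 2 (log2 −1.44). CL3498.Contig15, D20 vs F, is not called without F replicate 2 (log2 1.59).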

In this study, the increased transcription of ethylene receptors (ETR1, ETR2 and EIN4) and the key transcription factor EIN3/EIL1 during the early stage of dehydration suggests a possible role of ethylene in the early response to dehydration, which is followed by repression of signal transduction in *H. rhodopensis,* as indicated by up-regulation of the key negative regulator CTR1 at the D20 and DT stages. Ethylene negatively regulates cell proliferation at the root apical meristem [40]. Thus, the transient increase of ethylene biosynthesis- and signaling-related genes in *H. rhodopensis* may contribute to the rapid inhibition of cell expansion during dehydration.

Crosstalk among SA, JA and ethylene-dependent signaling pathways regulates plant responses to abiotic and biotic stresses, which are frequently associated with hypersensitive response (HR)-like cell death [41–43]. The final response depends on the extent of crosstalk among these molecules. Inhibition of the ethylene and JA signaling pathways under severe and full dehydration and the crosstalk of these pathways with SA signal transduction likely contribute to prevention of HR-associated cell death, which is required for desiccation tolerance in resurrection plants.

Auxins, cytokinins, GAs and BRs have been recognized as crucial signaling molecules that control plant growth and development. The positive regulators of the cytokinin signaling pathway AHP1 and AHP4 were only slightly induced in the early stage of dehydration, whereas negative regulators of auxin pathways were induced throughout the dehydration process (Fig. 6), indicating inhibition of both signal transduction processes. This finding is in agreement with the observation of suspended growth of plants during dehydration. Notably, receptor genes for auxin, GA and BRs, including *TIR1*, *GID1B*, *BRL1* and *BRL3*, were up-regulated throughout the dehydration and rehydration processes, in parallel with IAA-acyl acid amido conjugators (group II GH3s) [44] and the BZR1 homolog BEH2, indicating a possible mechanism for the rapid recovery of the resurrection plant upon rehydration.

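At rehydration the auxin receptor TIR1, an F-box protein, had 14.9 ± 3.23 scaled FPKM at R (log2 1.37, adjusted p = 0.42 at R). GID1B, a gibberellin receptor, had 5.99 ± 0.186 at DT and 5.505 ± 0.0802 at R (log2 0.67, adjusted p = 0.65 at R). The brassinosteroid receptor BRL1, a membrane kinase, had 0.926 ± 0.348 at R (log2 0.61, adjusted p = 0.78 at R), and BRL3 had 2.24 ± 0.0307 at R (log2 1.97, adjusted p = 0.52 at R). No unigene of the auxin, gibberellin or brassinosteroid signalling lists was called at R under edgeR's quasi-likelihood test, where 1, 0 and 1 were higher adjusted over the list alone. At DT, those that rose and fell are 11 and 0 of 21 for GID1B, 6 and 3 of 28 for TIR1, 0 and 0 of 2 for BRL1 and 1 and 0 of 2 for BRL3.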

### Protein-quality control and DNA repair

The ability to maintain protein and DNA integrity is indispensable to cellular survival under constant exposure to adverse stresses that may result in mutagenesis or cell death [45]. Despite this importance, data on protein quality control and DNA repair are very limited or lacking, although recent molecular studies show their potential involvement in desiccation tolerance in the budding yeast *Saccharomyces cerevisiae*, *Arabidopsis* seeds and the resurrection plant *B. hygrometrica* [46–48]. The mechanisms controlling these processes, such as the unfolded protein response, aid in protein folding or in degradation of misfolded secretory proteins by producing protein-folding and other factors [49, 50]. Activation of the unfolded protein response in *H. rhodopensis* was reflected by up-regulation of two key regulators during D20 and DT (Fig. 7a): ERD2, a transmembrane ER lumen protein-retaining receptor that controls traffic in the Golgi body and retrograde transport to reclaim ER proteins [51], and ERO1, a protein associated with protein disulfide isomerase oxidoreductases, which play a key role in ER redox regulation via protein stabilization by forming disulfide bonds between structures [52].

The ubiquitin–proteasome system is the major pathway for proteasomal degradation of damaged and misfolded proteins. Activation of this system in D20 and DT, indicated by up-regulation of the majority of genes encoding E3 ubiquitin ligase (Fig. 7a), hypothetically results in proteomic redistribution; however, the reasons for this redistribution are unclear and remain to be explored in the future. A regulatory role of protein ubiquitination has been revealed, based on the accumulation of important metabolites during acquisition of rapid desiccation tolerance in *B. hygrometrica* [53]. E3 ubiquitin ligase may cooperatively interact with HSP/C70 for quality control [54, 55]. This interaction may occur intensively in *H. rhodopensis* during the D20 and DT stages.

Damaged DNA can be repaired via the processes of BER, MMR, and NER. In this study, we observed predominate activation of NER pathway genes, such as DDB1/DDB2, DDM1, RPA1/RPA2, XPB1 and PCNAs [56], indicating the importance of proofreading DNA repair to maintain genome integrity during severe dehydration. Studies of the DNA-damage response in seeds have suggested that particular proteins are required for certain repair mechanisms during the early stage of desiccation [47, 57]. Considering the similarity of desiccation tolerance in vegetative tissues of resurrection plants and seeds of non-recalcitrant species [58], a dynamic mechanism for maintaining genome integrity is therefore reasonably predicted in *H. rhodopensis* under desiccation. NER has been found to play an important role in reversing UV-induced DNA damage in plants [59]. Building upon known protective responses such as LEA and HSPs [5], this is the first report to associate NER with desiccation tolerance in resurrection plants. Further studies are needed to clarify the detailed mechanism of the DNA-repair process in *H. rhodopensis* under desiccation conditions.

## Conclusions

The underlying difference between resurrection and non-resurrection plants under extreme drought remains somewhat unclear. We believe that our transcriptomic data contribute to the elucidation of new desiccation tolerance mechanisms in the Balkan endemic plant *H. rhodopensis*, as we have identified a large number of novel dehydration-responsive genes (Fig. 8). During the early stages of stress, the increased transcript levels of stress hormone signaling pathways initiate crosstalk among these signaling molecules, which is followed by fine tuning to avoid an increase in hypersensitive reaction-induced cell death as dehydration becomes severe. Consequently, further protective mechanisms related to energy, primary metabolism and secondary metabolism, protein quality control and DNA repair were transcriptionally mobilized during this stage. Activation of sucrose synthesis, lipid and fatty-acid turnover, HSP levels, LEA, NER, and the flavonoid, phenylpropanoid and glutathione pathways are among the main transcriptomic changes observed during desiccation. Notably, CEF and the mobilization of reserve carbon sources are maintained throughout the late stages of desiccation, in contrast to the linear decreases in electron transport and carbon uptake.

**Fig. 8:**
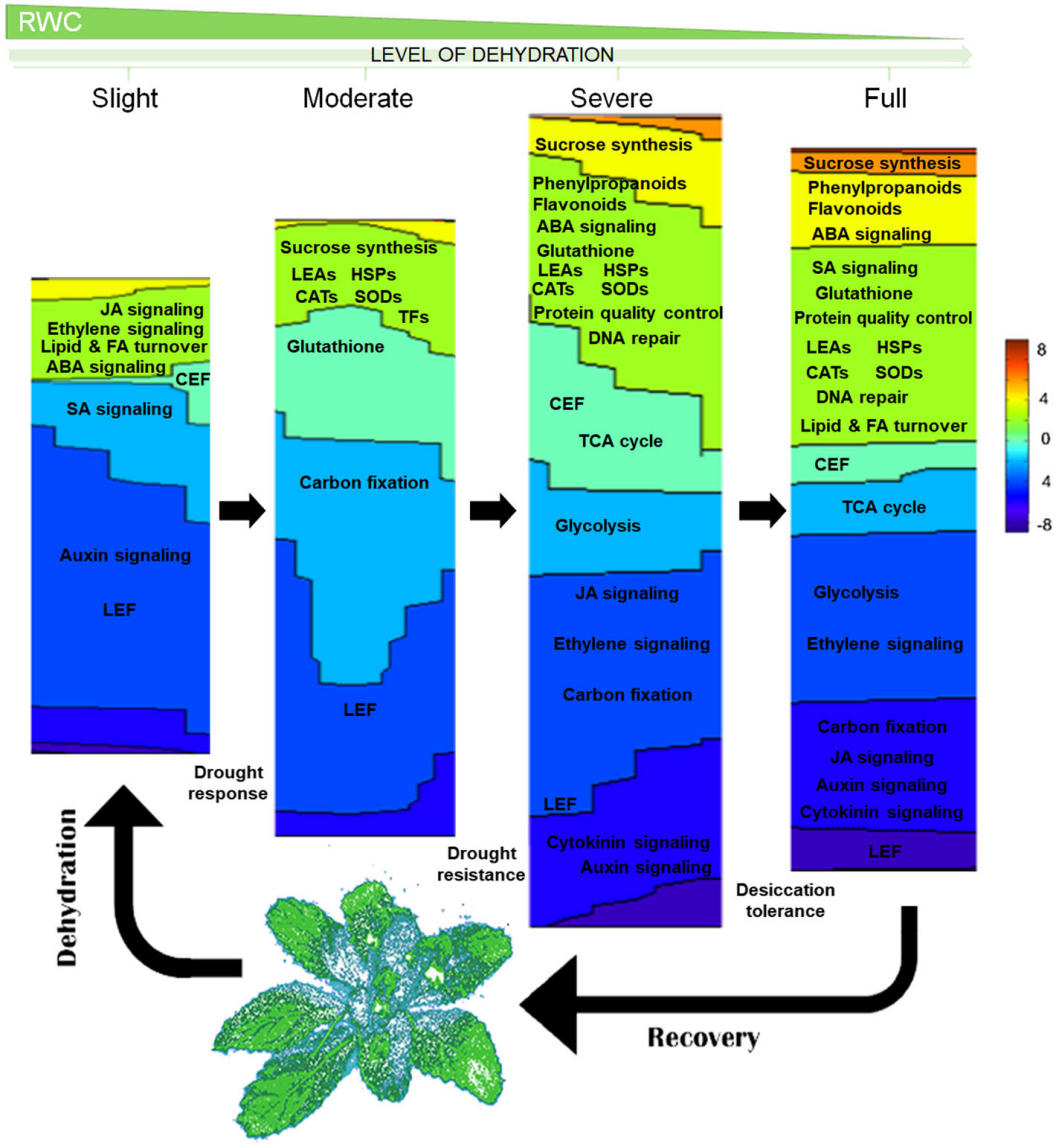
Conceptual model describing the transcriptional regulation of desiccation tolerance mechanisms in *H. rhodopensis* during dehydration. On the two-dimensional contour map, up- and down-regulated genes are represented as percentages for each stage. Fold changes are indicated by color. Representative pathways are labeled for each stage, including moderate dehydration, for which data from Gechev et al. (2013) [5] were used. JA, jasmonic acid; FA, fatty acid; ABA, abscisic acid; CEF, cyclic electron flow; SA, salicylic acid; LEF, linear electron transport flux; LEAs, late embryogenesis abundant proteins; HSPs, heat shock proteins; CATs, catalases; SODs, superoxide dismutases; TFs, transcription factors; TCA, citric acid cycle

Together, our results show that during severe dehydration, a reprograming of the transcriptome occurs that defines the desiccation tolerance and resurrection behavior of *H. rhodopensis*.

## Materials and methods

### Plant materials and stress treatments

In vitro-propagated plants of *H. rhodopensis* [60] were transferred to a standard soil–sand–gravel mixture in pots (6 cm diameter) and grown for approximately 1 year in a controlled environment at 22–24 °C, under a 16-h photoperiod, 60% relative humidity, and a photon flux density of 36 μmol m^− 2^ s^− 1^.

Dehydration was induced by withholding water from potted plants. Plants required at least 8 days to become fully desiccated. After 10 days in the fully dry state, the plants were re-watered. Rehydration was initiated by watering the plants, and full recovery took 1 week. A non-destructive method of monitoring water content based on in vivo fast fluorescence was applied to collect plant leaf samples, according to the established relationship between leaf water content and photosynthetic performance during stress and recovery [10]. The Handy PEA (Hansatech Instrument Ltd., King’s Lynn, Norfolk, UK) device was used for measurement of the prompt chlorophyll *a* fluorescence of plants in the light-adapted state. Based on the SOM (self-organizing map) developed previously [10], we were able to collect samples at five time points corresponding to the following RWC stages: F (90% RWC), D75 (75% RWC), D20 (20% RWC), DT (6% RWC) and R (90% RWC). Mature, fully expanded leaves from the middle of rosettes of similar size and appearance were used in all measurements. At least four independent plants were used for each sampling point.

### RNA extraction, cDNA library construction, and Illumina high-throughput sequencing

Plant leaves (0.4 g) were ground under liquid nitrogen to a fine powder using a cooled mortar and pestle. Samples were placed in 2-mL Eppendorf tubes, and total RNA was isolated following the protocol for the GeneMATRIX Universal RNA kit (EURx Ltd., Gdansk, Poland).

Extracted RNA was used to construct cDNA libraries for sequencing analysis. Ten cDNA libraries were prepared using the Truseq™ RNA sample preparation kit from Illumina (San Diego, CA, USA). Libraries were size-selected for cDNA target fragments of 200–300 bp on 2% low-range ultra-agarose gels followed by PCR amplification using Phusion DNA polymerase (NEB, Ipswich, MA, USA) for 15 cycles. After quantification using the TBS380 fluorometer, 150-bp paired-end RNA-seq libraries were constructed using the Illumina HiSeq 4000 platform (Illumina).

### Transcriptome de novo assembly, sequence annotation, classification and alignment

The raw data were first processed using Seqprep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) and the obtained high quality clean reads were subjected to de novo assembly using Trinity (https://github.com/trinityrnaseq/trinityrnaseq) [61]. The unique assembled transcripts were then used for functional annotation using BLASTX and BLAST2GO (http://www.blast2go.com/b2ghome) [62]. Metabolic pathway analysis was performed using KEGG (http://www.genome.jp/kegg) [63]. Sequence alignment was performed using BLAT [64] with contig sequences from both this de novo assembly and published data [5] (doi: 10.1007/s00018-012-1155-6, 18_2012_1155_MOESM1_ESM.xlsx). Unigenes were considered to differ when the sequence homology was < 90% in identity and < 80% in coverage.

### Differential expression analysis and **functional enrichment**

To identify DEGs between two different samples, the expression level of each transcript was calculated according to the FPKM method. RSEM (http://deweylab.biostat.wisc.edu/rsem/) [65] was used to quantify gene and isoform abundances. The R statistical software package Empirical analysis of Digital Gene Expression in R (http://www.bioconductor.org/packages/2.4/bioc/html/edgeR.html) [66] was utilized for differential gene expression analysis. Principle component analysis of DEGs was performed using SIMCA 13.0 (Umetrics, Satorius Stedim Biotech, Umeå, Sweden). In addition, functional enrichment analysis including GO and KEGG terms in comparison with the whole-transcriptome background was performed using a Bonferroni-corrected *p*-value < 0.05 threshold. GO functional enrichment and KEGG pathway enrichment were carried out using Goatools (https://github.com/tanghaibao/Goatools) and KOBAS (http://kobas.cbi.pku.edu.cn/download.php) [67]. For visualization of the functionally grouped network of KEGG terms, the ClueGO plugin [68] was used with Cytoscape [69]. To map all identified genes with altered expression in D20 and to visualize the pathway relationships among these genes, we used a general mapping method in which mapped genes represent a low percentage of all associated genes per pathway, and Bonferroni correction was omitted. Subsequently, the KEGG file for each pathway was downloaded, and all genes in the pathway were extracted from the ClueGO table. Then, network analysis was performed using Cytoscape software. The Pearson correlations between genes and metabolites were calculated using Cytoscape. The expression of each gene extracted from the ClueGO table for each pathway is expressed as the average log_2_ ratio for each treatment compared with the control.

### qPCR

All purified RNA samples described above were adjusted to the same concentration (100 ng/μL) using RNase-free ddH_2_O and then reverse-transcribed into cDNA using M-MLV reverse transcriptase (Promega, Madison, WI, USA), following the manufacturer’s instructions. Quantification of the transcripts was performed using SYBR® Green Realtime PCR Master Mix (TOYOBO, Osaka, Japan). Each reaction (10 μL) contained 0.4 μL of the cDNA template, 0.8 μL of the primer mixture (10 μM each, mixed to equivalent volume), 5.0 μL 2× PCR Master Mix and 3.8 μL ddH_2_O. Reactions were performed using a two-step method: 95 °C for 10 s, then 40 cycles of 95 °C for 10 s, 55 °C for 30 s, 72 °C for 30 s, and 95 °C for 15 s, followed by a final melt cycle from 55 °C to 95 °C. Gene-specific primers are shown in Additional file 6: Table S4. qPCR was performed for three technical replicates of each RNA sample (as well as two independent biological replicates). The normalized relative expression levels of the target genes were calculated by the 2^-ΔΔCt^ (ΔCt = Ct_Target_ – Ct_18S_, where Ct is the cycle threshold) using *18S* rRNA as the internal standard.

### Clustering analyses

The clustering of log-transformed expression data from each treatment was performed using Gene Cluster 3.0, with normalization of genes, the centered correlation similarity metric and complete linkage method. Clustered data were viewed, and the corresponding heatmaps were generated using JAVA TREEVIEW 1.6.4. Genes of interest were selected according to their relevance in particular biological processes or pathways, and then their expression data were pooled, log_2_ transformed and normalized to the untreated hydrated controls.

## Additional files

Additional file 1: **Table S1.** Summary of transcriptomic data of de novo assembly of fresh, dehydrated and rehydrated *Haberlea rhodopensis*. (XLSX 10 kb)

Additional file 2: **Figure S1.** Unigene analysis of *Haberlea rhodopensis* transcriptomic data*.* (a) Length distribution of all unigenes. (b) Species similarity distribution. (c) Distribution of the novel DEGs found in this de novo assembly that are unique or commonly shared to different dehydration time points. (d) Distribution of D20 unique genes in KEGG pathways. (TIF 859 kb)

Additional file 3: **Table S2.** Reads and base numbers of raw and clean sequences from ten libraries. (XLSX 10 kb)

Additional file 4: **Table S3.** Expression of genes that were known as dehydration inducible genes (ELIP, GS, beta-amylase, catalase, LEA etc.). (XLSX 22 kb)

Additional file 5: **Figure S2.** Confirmation of RNA-seq data using qRT-PCR and the KEGG analysis of up- and down-regulated transcripts. (a) Validation of RNA-seq data using qPCR. (b) KEGG analysis of up- and down-regulated unigenes of each stage. (TIF 721 kb)

Additional file 6: **Table S4.** Designed primers for the qPCR experiment in this article. (XLSX 11 kb)

Additional file 7: **Table S5.** GO enrichment of up- and down-regulated unigenes of each stage. (XLSX 13 kb)

Additional file 8: **Table S6.** Pathways identified from the functionally organized GO/pathway term network using DEGs in D20 stage. (XLSX 13 kb)

Additional file 9: **Figure S3.** Heatmap of expression patterns of transcripts encoding genes in photosynthesis. Data were log2 transformed and fold change is indicated by color bar. (TIF 1589 kb)

Additional file 10: **Figure S4.** Metabolic network of primary and secondary metabolism constructed by the ClueGO analysis. Mapped genes with changes in D20 are represented by color bar corresponding to the log2 fold change ratio between control and D20. The genes of interest linked to previously published metabolomics data are shown as array on the right. (TIF 734 kb)

## Abbreviations

ABA: Abscisic acid
DEGs: Differentially expressed genes
ER: Endoplasmic reticulum
GO: Gene Ontology
JA: Jasmonic acid
KEGG: Kyoto Encyclopedia of Genes and Genomes
NER: Nucleotide excision repair
PCA: Principal component analysis

How the deposited data were processed for this re-analysis (not part of the article)

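RNA of Haberlea rhodopensis leaves was sequenced at 5 stages with 2 libraries each, from fresh plants (F) over D75, D20 and the dry state (DT) to rehydrated plants (R). The authors deposited a table with, for each of 142473 unigenes and each library, whole fragment counts, FPKM, the unigene length and best hits in the Nr, Nt, Swiss-Prot, COG and KEGG databases. For the deposited counts, the authors trimmed the reads with SeqPrep and Sickle, assembled them with Trinity into unigenes, and name RSEM for the abundances, with no reference genome; the aligner and the versions are not stated. For the deposited FPKM, the authors divided each count by the unigene length and by the library total that stands in the column name, and recomputing this gave the same values to rounding. Counts were read as raw, since they are whole numbers with no scaling, and 0 columns of values per sample were left unused.

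Fragments on unigenes run from 4522835 to 12734565 per library, with a median of 9395582.5. A floor of 3 fragments is 6.6e-05% of the shallowest library, so a unigene near 3 fragments there cannot be told from 0. Unigenes with an FPKM of at least 1 in at least 2 libraries were tested, 85267 in number.

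Counts were tested with edgeR 4.0.16 in R 4.3.3 by TMM scaling, glmQLFit and glmQLFTest, with 1 coefficient per stage over all 10 libraries. The fit has 5 residual and a median of 7.403 prior degrees of freedom, and the common biological coefficient of variation is 0.4354. The plan had named limma on log2(FPKM + 1) for a table of FPKM alone and this edgeR test in the event that counts were held. The p-values were adjusted by Benjamini and Hochberg over the tested unigenes. A differentially expressed gene has a fold of at least 2 and an adjusted p of at most 0.001, the thresholds of Fig. 1, while lists and single genes were called at an adjusted p below 0.05. Standard errors are the log2 fold change over the root of F. Stage values are FPKM rescaled by the TMM factors, as mean ± SD (n = 2). A fold against a stage with 0 fragments is given as a lower bound, with 3 fragments as floor.

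Gene lists, 53 in number, were fixed as patterns on the annotation text, for stress and storage proteins, photosynthesis, metabolism, hormones, protein quality control, DNA repair, growth, and marker genes of guard cells, vascular tissue and epidermis. Each list was counted among all tested unigenes and again with p adjusted over the list alone, and tested by camera of limma 3.58.1 with a preset correlation of 0.01 between genes and then with an estimated one. Principal components and the stage of the lowest mean were taken from log2(FPKM + 1) as deposited, centred and unscaled. Overlaps between comparisons share the F libraries, so counts without differences between stages were simulated beside the product of the list sizes. All 10 libraries, F included, were drawn from the mean abundance and spread of each unigene at the real library sizes. Deviations particular to the real F libraries are therefore not in them. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 made tables and figures.

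Genes were named by a rule. It takes each gene the paper names for Figs. 5, 6, 7 and S3, 68 of which match a unigene by name, as the tested match with the highest mean FPKM beside the tally over all matches. It adds, for each comparison with F and each direction, the 10 unigenes with the largest fold among DEGs with a mean FPKM of at least 10 and a description that names a function, at most 1 per cluster and description. It adds the 2 members of each list with the highest mean FPKM, and the unigenes of Tables S3 and S4. The values in Table S3 were seen when that table was read. Genes outside this rule are said to be chosen after their values were seen.

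The test was tested on simulated data of the same size and spread. At an adjusted p of 0.001 it made 0 false calls in each comparison with F, and at 0.05 it made 3 to 5. Of 50 unigenes set to a 16-fold change it found 13 to 30 at 0.05 and at most 1 at 0.001, and of 50 set to an 8-fold change it found 5 to 13 at 0.05. Changes below 8-fold were nearly always missed, so an absent call is weak evidence of no change.

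Alternatives set in the plan were limma on log2(FPKM + 0.1), no filter, median-of-ratios scaling, a replicate block, only the 4 libraries compared, sums per assembly cluster, an adjusted p of 0.05, and each library left out in turn. Alternatives added after the values were seen were limma on log2(FPKM + 1), DESeq2 1.42.0, edgeR's exact test, filterByExpr, counts thinned to the shallowest library with random seed 11, and F replicate 2 and D75 replicate 1 left out together. Whether replicate numbers pair across stages was checked, and no sign of it was seen, though 2 libraries per stage cannot exclude it. The table gives KEGG orthology numbers without pathway names and no GO terms, so the pathway and GO enrichments of the plan were not run. The reads, qPCR values and metabolite data are not used here.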

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

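All counts in this part are at an adjusted p below 0.05 from edgeR's quasi-likelihood test, the closer look at them was chosen after the results were seen, and of the tests below those on absent unigenes and on the chloroplast genome were predicted after their values were known.

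A difference between stages brought up 14 unigenes that were higher at D75 and lower at D20 than F, and 6 that were lower at D75 and higher at D20. CONSTANS-LIKE 5 (CL4661.Contig3), a relative of a flowering regulator, had 54.4 ± 2.08 scaled FPKM at D75 and 4.10 ± 1.55 at D20 (log2 −3.73, SE 0.43, adjusted p = 2.1e-04), RADIALIS-like 1, a small MYB-type protein, had 127 ± 47.6 at D75 and 1.25 ± 0.869 at D20 (log2 −6.64, SE 0.79, adjusted p = 2.3e-04), and ATL74, a RING ligase, had 37.8 ± 2.44 at D75 and 0.313 ± 0.0685 at D20 (log2 −6.89, SE 0.53, adjusted p = 5.2e-05). A difference between DT and D20, tested directly, brought up 6 small heat shock unigenes, among them the mitochondrial 22 kDa protein, a chaperone, which had 0.123 ± 0.00210 at D20 and 24.4 ± 19.8 at DT (log2 7.46, SE 0.84, adjusted p = 0.0064). The same test over all unigenes brought up 188 that were higher and 92 that were lower at DT than at D20. For 175 of the 188, the mean FPKM at DT was at most 2-fold that in F, so they stood low at D20 more than high at DT. Of the 20 with the largest rise, 18 have no fragment in the D75 and D20 libraries, those with 150 bases per raw read. Elicitor-responsive protein 1, a membrane-binding protein, had 32.6 ± 0.616 at D20 and 0.940 ± 0.175 at DT (log2 −5.10, SE 0.81, adjusted p = 0.029). A signal outside the genes the paper discusses brought up 7 unigenes that were higher at R than in F and are named as flavonoid or anthocyanin enzymes, MYB113, or glutathione S-transferases F11 and F12. All genes of this paragraph were chosen after their values were seen.

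Signals in genes the paper does not discuss brought up 28 unigenes without a fragment in the D75 and D20 libraries and present in all others, and 16S and 23S rRNA at up to 4.982% of fragments in R replicate 1. Other pairs of stages have at most 2 such unigenes, apart from D20 with DT, which has 351. Component 2, which holds 14.9% of the variance, parts D75 and D20 from the rest (without D75 replicate 1 the third component does, at 8.3%). On DEGs of any comparison with F at unit variance none of the first 3 components does so, while component 2 does in the other 5 settings of scaling, pseudocount or gene set. A difference between kinds of library, those with 150 bases per raw read and those with 1 base more, and a biological cause, the state of leaves at D75 and D20, cannot be told apart for the 28 unigenes or for this component, because each stage has 1 kind of library and the tests restate the patterns. For transcripts of the chloroplast genome the kind of library stays open too, since their median log2 is 0.766 at D75 against F and only 0.173 at D20 against DT.

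A library that stands apart brought up 1236 unigenes with at least 10 fragments in D75 replicate 1 and none in the other 9 libraries. RNA from another organism in that library is a candidate explanation that fits its test, as non-plant best hits are 4.36 times as frequent among the unigenes found mainly at D75 as among all tested, and D75 replicate 1 holds 86.2% of the FPKM of that set. It may account for only a small part, since non-plant hits are 1.63% of that set, their own D75 FPKM lies 59.8% in replicate 1 (47.9% for all tested), and only 1 of the 1236 has such a hit while 681 have no hit. Non-plant hits are also frequent among the unigenes found mainly at R (8.11%) and D20 (3.87%), and none is fungal, animal or bacterial. The biological alternative, plants of the D75 stage that differed from each other, was not tested, as no label separates them.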

How the results depend on the processing

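The alternatives named in the processing summary as added were chosen after the values were seen, and so was leaving out libraries of stages not compared. Of 9772 fits of named genes under an alternative, 8628 kept direction and call, 495 lost the call, 187 gained one, 454 changed sign without a call on either side, and 8 turned sign with a call. Counts of lists stayed within 1.5 times in 137 of 143 with median-of-ratios scaling, 136 with a replicate block, 120 with limma on log2(FPKM + 0.1), 119 with F replicate 2 and D75 replicate 1 left out, 104 without a filter, 57 with sums per assembly cluster, and from 50 (without F replicate 2) to 114 (without R replicate 2) with 1 library left out. More DEGs fell than rose in D20 vs F (41.6% higher, 24.5% with limma on log2(FPKM + 0.1)), DT vs F (37.9% higher, 27.3% with limma on log2(FPKM + 0.1)), D20 vs D75 (38.9% higher, 20.3% with limma on log2(FPKM + 0.1)), D20 vs R (30.1% higher, 15.2% with limma on log2(FPKM + 0.1)) and DT vs R (17.2% higher, 9.1% with limma on log2(FPKM + 0.1)). This balance turned in D20 vs F, to 5 higher and 0 lower without D20 replicate 1 and 133 and 76 without D20 replicate 2. Thinning to the depth of the shallowest library gave more DEGs than all fragments in all 9 comparisons, so no loss of calls at lower depth is seen there, and depth sets the floor of 3 fragments. Pathway and GO enrichment were not run.

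With limma on log2(FPKM + 0.1), DEGs number 5 for D75 vs F, 1485 for D20 vs D75, 6 for DT vs D20 and 527 for DT vs R, and called list members number 2 for R vs F, and lists called by camera number 11 for R vs F, and component 1 holds 49.2%, and component 2 holds 14.2%. Without a filter, where more unigenes of low FPKM are tested, DEGs number 1370 for D75 vs F, 12433 for D20 vs F, 8126 for DT vs F, 217 for R vs F, 9047 for D20 vs D75, 719 for D75 vs R, 290 for DT vs D20, 9238 for D20 vs R and 5282 for DT vs R, and called list members number 511 for D75 vs F and 148 for R vs F, and the overlap of D20 with DT is 7147. With a replicate block, DEGs number 0 for D75 vs F. With only the 4 libraries compared, DEGs number 0 for D75 vs F, 12900 for D20 vs F, 13567 for DT vs F, 203 for R vs F, 0 for D20 vs D75, 0 for D75 vs R, 6204 for D20 vs R and 4509 for DT vs R, and the overlap of D20 with DT is 9383. At an adjusted p of at most 0.05, a looser threshold by construction, DEGs number 1561 for D75 vs F, 27114 for D20 vs F, 19202 for DT vs F, 33 for R vs F, 21490 for D20 vs D75, 394 for D75 vs R, 280 for DT vs D20, 22080 for D20 vs R and 13014 for DT vs R, and the overlap of D20 with DT is 16420, and the percent lowest at D20 is 76.3%. With sums per assembly cluster, DEGs number 13 for D75 vs R and 4 for DT vs D20, and called list members number 101 for D75 vs F, 1072 for D20 vs F and 827 for DT vs F, and lists called by camera number 15 for D75 vs F. With an estimated correlation, lists called by camera number 0 for D75 vs F, 0 for D20 vs F, 0 for DT vs F and 0 for R vs F. With median-of-ratios scaling, the percent lowest at D20 is 81.7%, and component 2 holds 14.2%. Deviations of replicate 1 from its stage mean had correlations of −0.176 to 0.091 between stages. These show no sign that replicate numbers pair across stages, though 2 libraries per stage cannot exclude it. With limma on log2(FPKM + 1), DEGs number 7 for D75 vs F, 1 for R vs F and 1 for DT vs D20. With DESeq2, DEGs number 887 for D75 vs F, 10789 for D20 vs F, 6982 for DT vs F, 1.5e+02 (108 higher and 43 lower) for R vs F, 7433 for D20 vs D75, 438 for D75 vs R, 433 for DT vs D20, 8017 for D20 vs R and 4507 for DT vs R, and the overlap of D20 with DT is 6122. With edgeR's exact test, DEGs number 945 for D75 vs F, 13276 for D20 vs F, 8655 for DT vs F, 118 for R vs F, 9608 for D20 vs D75, 430 for D75 vs R, 273 for DT vs D20, 9941 for D20 vs R and 5603 for DT vs R, and the overlap of D20 with DT is 7518. With filterByExpr, DEGs number 0 for D75 vs F, 1308 for DT vs F, 1381 for D20 vs D75, 0 for D75 vs R and 323 for DT vs R, and the overlap of D20 with DT is 1242. With thinned counts, DEGs number 320 for D75 vs F, 3804 for DT vs F, 51 for R vs F, 133 for D75 vs R, 55 for DT vs D20 and 2084 for DT vs R, and the overlap of D20 with DT is 3347. With F replicate 2 and D75 replicate 1 left out, DEGs number 111 for D75 vs F, 9313 for D20 vs F, 5577 for DT vs F, 39 for R vs F, 5628 for D20 vs D75, 167 for D75 vs R, 404 for DT vs D20, 12015 for D20 vs R and 6710 for DT vs R, and called list members number 63 for R vs F, and lists called by camera number 15 for D75 vs F and 7 for R vs F, and the overlap of D20 with DT is 5009. On DEGs alone, component 1 holds 84.2%, and component 2 holds 6.3%. At unit variance, component 1 holds 40.2%, and component 2 holds 17%. On DEGs at unit variance, component 1 holds 83.5%, and component 2 holds 6%. With TMM-scaled FPKM, the percent lowest at D20 is 82%, and component 2 holds 14.1%. The cause was not tested for any of these.

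With 1 library left out (value with all libraries in brackets), where a lone library is assumed to vary like the other groups, DEGs number 0 to 1832 for D75 vs F (3), 5 to 15211 for D20 vs F (5285), 0 to 10138 for DT vs F (2354), 0 to 178 for R vs F (0), 0 to 10411 for D20 vs D75 (2275), 0 to 2505 for D75 vs R (8), 0 to 277 for DT vs D20 (0), 0 to 11840 for D20 vs R (3010) and 0 to 6487 for DT vs R (826). The other ranges are 5 to 882 for called list members D75 vs F (157), 14 to 24 for lists called by camera D75 vs F (23), 1154 to 2380 for called list members D20 vs F (1852), 32 to 34 for lists called by camera D20 vs F (33), 769 to 1914 for called list members DT vs F (1348), 28 to 35 for lists called by camera DT vs F (29), 0 to 178 for called list members R vs F (7), 5 to 29 for lists called by camera R vs F (22), 50.9% to 62.4% for component 1 (54.4%), 12.0% to 18.0% for component 2 (14.9%), 70.2% to 88.3% for the percent lowest at D20 (84.7%), 0 to 8920 for the overlap of D20 with DT (2185) and 344 to 688 for calls of named genes (495). The log2 fold change turned sign with a call for 8 named unigenes without D75 replicate 2, namely CL2181.Contig1, D75 vs F (0.44, range −1.84 to 1.29), CL2181.Contig7, D75 vs F (0.26, range −2.31 to 1.14), CL3769.Contig5, D75 vs F (2.17, range −4.36 to 3.16), CL511.Contig2, D75 vs F (0.85, range −7.04 to 2.25), CL511.Contig4, D75 vs F (3.41, range −4.77 to 4.42), CL8814.Contig1, D75 vs F (1.18, range −3.29 to 2.15), Unigene27460, D75 vs F (2.12, range −4.37 to 4.05) and Unigene32088, D75 vs F (0.58, range −3.63 to 1.55), where the lowest value of each range is that of the turned sign. The cause was not tested.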

Differences from the paper's values

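The alternatives set before the data were examined are limma on log2(FPKM + 0.1), no filter, median-of-ratios scaling, a replicate block, only the 4 libraries compared, sums per assembly cluster, an adjusted p of at most 0.05, and each library of the stages compared left out in turn. Where a count below names some of these as within 1.5 times of the paper's value, the others still differ from it. Limma on log2(FPKM + 1), DESeq2, edgeR's exact test, filterByExpr, thinned counts, F replicate 2 and D75 replicate 1 left out together, and leaving out libraries of stages not compared were added after the values were seen. The paper names edgeR and not which of its tests it ran, and the counts here use the thresholds of Fig. 1. For R with D20 or DT the direction is read from the order of names in Fig. 1a (D20-vs-R, DT-vs-R) as higher at R, while the sentence of the paper names D20 and DT first; read that way, its 8496 stands against 905 here, 6958 against 2105, 5517 against 142 and 3477 against 684. The paper's own DEG list is not used here, so the number of its DEGs that a setting drops cannot be counted.

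DEGs higher at D20 than F number 7675 in the paper and 2201 here, with only the 4 libraries compared (5729) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, edgeR's exact test (5850), without D75 replicate 1 (6612) and without D75 replicate 2 (6979). The paper has 8894 DEGs lower at D20 than F, against 3084 here, with no filter (7616) and only the 4 libraries compared (7171) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, DESeq2 (6026), edgeR's exact test (7426), without D75 replicate 1 (8451) and without D75 replicate 2 (8232). For DEGs higher at DT than F, the paper gives 4527 and the value here is 893, with only the 4 libraries compared (5403) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, edgeR's exact test (3560), without D75 replicate 1 (4082) and without D75 replicate 2 (4433). Here 1461 DEGs lower at DT than F were found, and the paper has 5998, with no filter (5248) and only the 4 libraries compared (8164) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, DESeq2 (4097), edgeR's exact test (5095), without D75 replicate 1 (5845) and without D75 replicate 2 (5705). DEGs higher at R than F number 514 in the paper and 0 here, with none of the alternatives set in advance within 1.5 times of the paper's value. The paper has 290 DEGs lower at R than F, against 0 here, with none of the alternatives set in advance within 1.5 times of the paper's value. For DEGs higher at R than D20, the paper gives 8496 and the value here is 2105, with no filter (6207) and an adjusted p of at most 0.05 (12744) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, edgeR's exact test (6055), F replicate 2 and D75 replicate 1 left out (6620), without D75 replicate 1 (6837) and without D75 replicate 2 (6747). Here 905 DEGs lower at R than D20 were found, and the paper has 6958, with an adjusted p of at most 0.05 (9336) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, F replicate 2 and D75 replicate 1 left out (5395), without D75 replicate 1 (4822) and without D75 replicate 2 (5093). DEGs higher at R than DT number 5517 in the paper and 684 here, with no filter (3957) and an adjusted p of at most 0.05 (7932) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, edgeR's exact test (3830), F replicate 2 and D75 replicate 1 left out (4100), without D75 replicate 1 (4249) and without D75 replicate 2 (4179).

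The paper has 3477 DEGs lower at R than DT, against 142 here, with an adjusted p of at most 0.05 (5082) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, F replicate 2 and D75 replicate 1 left out (2610). For DEGs higher at D20 than D75, the paper gives about 3700 (Fig. 1a, read by eye; printed 3.712 in the text, with a point where some of its other counts have a comma) and the value here is 886, with no filter (3045) and without D75 replicate 2 (4774) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, DESeq2 (3419) and edgeR's exact test (3976). Here 1389 DEGs lower at D20 than D75 were found, and the paper has about 4100 (Fig. 1a, read by eye; printed 4.120 in the text, with a point where some of its other counts have a comma), with no filter (6002), without D75 replicate 1 (3820) and without D75 replicate 2 (5637) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, DESeq2 (4014), edgeR's exact test (5632) and F replicate 2 and D75 replicate 1 left out (3617). DEGs between D75 and F number about 1100 (Fig. 1a, read by eye) in the paper and 3 here, with no filter (1370) and an adjusted p of at most 0.05 (1561) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, DESeq2 (887) and edgeR's exact test (945). The paper has about 750 (Fig. 1a, read by eye) DEGs between R and D75, against 8 here, with no filter (719) within 1.5 times of the paper's value among the alternatives set in advance. For DEGs between DT and D20, the paper gives about 2200 (Fig. 1a, read by eye) and the value here is 0, with none of the alternatives set in advance within 1.5 times of the paper's value.

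Here 6004 DEGs of any comparison were found, and the paper has 18110, with no filter (17175) and only the 4 libraries compared (17952) within 1.5 times of the paper's value among the alternatives set in advance and, chosen after seeing the values, DESeq2 (14150), edgeR's exact test (18162), F replicate 2 and D75 replicate 1 left out (14606), without D75 replicate 1 (18484) and without D75 replicate 2 (21562). DEGs of D20 alone number 7065 in the paper and 3097 here. No filter (5106), an adjusted p of at most 0.05 (10447) and edgeR's exact test (5611) lie within 1.5 times of the paper's value. So do the fits without D75 replicate 1 or 2. None of these settings was set in advance for this count. The paper has 1210 DEGs of DT alone, against 169 here. No filter (957), DESeq2 (838) and edgeR's exact test (1121) lie within 1.5 times of the paper's value. So do the fits without D75 replicate 1 or 2 and without D20 replicate 1 or 2. None of these settings was set in advance for this count. For DEGs of R alone, the paper gives 129 and the value here is 0. None of the alternatives run lies within 1.5 times of the paper's value, and none was set in advance for this count. Here 0 DEGs of D75 alone were found, and the paper has 153. An adjusted p of at most 0.05 (177), DESeq2 (147) and edgeR's exact test (153) lie within 1.5 times of the paper's value. None of these settings was set in advance for this count. DEGs in all 4 comparisons with F number 119 in the paper and 0 here. No filter (85) lies within 1.5 times of the paper's value, and it was not set in advance for this count.

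For Table S3, values of 122 entries equal the mean raw fragments of their unigene, though the heading says FPKM, and 61 LEA entries equal the mean FPKM of another unigene. The text of the paper and Fig. 1b give the numbers of unigenes of D75 alone and R alone in opposite order.

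The paper puts the highest early light-inducible transcripts at D20, while 16 of 21 tested in Table S3 and 16 of 20 induced members of the list have their highest mean at DT, of which 1 is called higher at DT than D20. Of its other families, beta-amylases have their highest mean at D20 for 21 of 21 induced ones (1 called lower at DT than D20), LEA proteins for 50 of 65 (2 called lower at DT), and 2 of 2 tested senescence-associated unigenes of Table S3 have it there (5 of all 7 by mean FPKM), with 0 called higher at D20 than F. A tested unigene of the senescence name, CL18141.Contig1, is annotated as rRNA in Nt and may not stand for a protein gene. Catalases are induced after slight dehydration in the paper, whereas 0 of 9 tested in Table S3 were higher at D75, 4 at D20 and 3 at DT. Over all 16 catalase entries the highest mean FPKM lies at D75 for 6, at D20 for 5 and at DT for 4. The paper has small heat shock proteins strongest at D20, while 16 of 18 induced ones have their highest mean at DT (6 small heat shock unigenes are called higher at DT than D20) and 8 of 16 induced HSP70 unigenes are highest at D20. It has the ligase group raised from D75 on, while 1 of 56 rose at D75 and 17 of 21 induced ones peak at D20. Nucleotide excision repair is mainly raised in the paper, against 18 that rose and 25 that fell at D20 here. The paper counts RPA1 in this pathway, and of its 54 tested unigenes 2 rose and 16 fell at D20. The balance without that name was not counted separately. If the list holds all 54, more of its other unigenes rose than fell at D20, as in the paper. Base excision repair is mainly lowered in the paper, against 23 that rose and 22 that fell at D20 and 23 and 13 at DT. That balance turns to the paper's direction at D20 with limma on log2(FPKM + 0.1) (18 and 35) and without a filter (24 and 27), and at DT with limma on log2(FPKM + 0.1) (20 and 26), and the list median log2 is −0.92 at D20 and −0.46 at DT. Mismatch repair has 2 that rose and 10 that fell, the paper's direction. The paper has a sizeable part of the photosynthesis transcripts raised at D75 alone, against 4 of 230 called so here (1.7%). Calls at D75 are few in all, with 572 of 85267 tested unigenes higher there whatever their later course. Against that, 13 of the 230 were higher at D75, a larger share. Without regard to a test, 34 of the 230 (14.8%) had a fitted value above F at D75 and below F at D20 and DT. A fitted value at least 2-fold above F at D75 was found for 43, whatever their later course. It describes many DEGs as opposed between D75 and D20, where 14 and 6 unigenes were called in opposite directions, of 572 and 989 called higher and lower at D75. Both stages share the F libraries, and 65.7% of tested unigenes have the same sign at both. The value is 67.5% for unchanged groups compared with a shared, likewise simulated F group. The covariance of the log2 fold changes is 2.951 against 0.61 in those groups. Of the 572 higher at D75, 146 were lower and 130 higher at D20 than at D75. Of the 989 lower at D75, 383 were lower and 55 higher at D20 than at D75.

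Among single genes, the paper has the following raised in dehydration, and the unigene with the highest mean gives another result here. The unigenes behind the paper's heatmaps are not identified here, so they may not be the same ones. In metabolism these are ACOX2 (log2 −1.44, SE 0.42, adjusted p = 0.021 at D20), BCAL3 (log2 −1.26, adjusted p = 0.069 at D20 and log2 −3.34, SE 0.54, adjusted p = 0.0012 at DT), TPIC (log2 0.08, adjusted p = 0.88 at D20 and log2 0.63, adjusted p = 0.21 at DT), glycerol-3-phosphate dehydrogenase (log2 0.29, adjusted p = 0.69 at D20), SPSA1 (log2 −0.55, adjusted p = 0.49 at D20 and log2 −1.996, SE 0.63, adjusted p = 0.04 at DT), F3'H (log2 −4.43, SE 0.66, adjusted p = 4.5e-04 at D20) and I7GT1 (log2 −1.60, adjusted p = 0.13 at D20). In hormone signalling they are PYL4 (log2 −1.26, adjusted p = 0.072 at D20 and log2 −2.09, SE 0.52, adjusted p = 0.013 at DT), ABF3 (log2 −3.42, SE 0.54, adjusted p = 6.7e-04 at D20), DPBF3 (log2 −5.58, SE 0.93, adjusted p = 8.9e-04 at D20), AIB (log2 −1.13, adjusted p = 0.24 at D20 and log2 0.37, adjusted p = 0.71 at DT), BRL1 (log2 0.50, adjusted p = 0.54 at D20 and log2 1.25, adjusted p = 0.15 at DT), GID1B (log2 1.04, adjusted p = 0.068 at D20), EDR1 (log2 1.01, adjusted p = 0.08 at D20), IAA13 (log2 −2.54, SE 0.42, adjusted p = 8.4e-04 at D20) and IAA9 (log2 −0.84, adjusted p = 0.099 at D20). In DNA repair they are RPA1 (log2 −3.55, SE 0.55, adjusted p = 5.9e-04 at D20), DDB1 (log2 0.65, adjusted p = 0.16 at D20 and log2 0.74, adjusted p = 0.14 at DT) and DDB2 (adjusted p = 0.12 at D20). Over all tested unigenes of a name, more rose than fell, as in the paper, for glycerol-3-phosphate dehydrogenase at D20 (2 and 1 of 5), SPSA1 at D20 (2 and 0 of 5), I7GT1 at DT (1 and 0 of 7), GID1B at D20 (17 and 0 of 21), GID1B at DT (11 and 0 of 21), EDR1 at D20 (12 and 5 of 56) and DDB1 at DT (1 and 0 of 11) (rose and fell). For the others of these names as many or more fell than rose, or none was called, at both D20 and DT. Some of these names still have unigenes that rose at D20. The counts that rose and fell there are 1 and 4 for BCAL3, 2 and 10 for TPIC, 2 and 3 for F3'H and 1 and 1 for ABF3. They are 2 and 5 for DPBF3, 2 and 3 for IAA9, 1 and 4 for IAA13 and 2 and 16 for RPA1.

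At D75 the paper has raised AHP1 (log2 0.48, adjusted p = 0.65 at D75), AHP4 (log2 0.20, adjusted p = 0.93 at D75) and stromal HSP70 (log2 0.57, adjusted p = 0.59 at D75), none of them called here. The same holds for ETR1 (log2 0.91, adjusted p = 0.19 at D75), ETR2 (log2 0.75, adjusted p = 0.5 at D75), EIN4 (log2 1.72, adjusted p = 0.062 at D75) (CL348.Contig4, D75 vs F, is called higher without D75 replicate 2 at log2 2.12) and EIN3 (log2 1.20, adjusted p = 0.17 at D75) (CL3498.Contig15, D75 vs F, is called higher without D75 replicate 2 at log2 1.496). The stromal HSP70 also falls at D20 and DT in the paper, where it had log2 0.15, adjusted p = 0.83 at D20 and log2 0.57, adjusted p = 0.4 at DT. Of the 10 unigenes of that name, 1 fell at D20 and 0 at DT. The paper's psbC stays raised over all dehydration, while psbC rose at D75 and D20 (log2 9.75, SE 1.26, adjusted p = 0.0085 at D75 and log2 12.53, SE 1.34, adjusted p = 7.1e-05 at D20) and had log2 2.07, adjusted p = 0.32 at DT. Of the 2 tested psbC unigenes, 1 is called higher at DT. The receptors TIR1, GID1B, BRL1 and BRL3 are raised at R in the paper, against TIR1 (log2 1.37, adjusted p = 0.42 at R), GID1B (log2 0.67, adjusted p = 0.65 at R), BRL1 (log2 0.61, adjusted p = 0.78 at R) and BRL3 (log2 1.97, adjusted p = 0.52 at R).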

Other observations

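Genes of this part outside the naming rule, all those at R among them, were chosen after their values were seen, and so was the test of CL18141.Contig1 against rRNA other than 16S and 23S.

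Some flavonoid and anthocyanin genes were higher in rehydrated than in fresh leaves. Of phenylpropanoid and flavonoid enzymes, 3 of 79 tested rose and 0 fell at R (7 and 0 adjusted over the list alone), and camera gives adjusted p = 0.0024, and adjusted p = 0.28 with an estimated correlation. Over all lists, 7 members are called at R. These calls are all lost without F replicate 1, F replicate 2 or R replicate 2, and most are lost without R replicate 1. Leucoanthocyanidin dioxygenase, which makes anthocyanidins, rose from 0.117 ± 0.165 scaled FPKM in F to 51.1 ± 5.13 at R (log2 8.86, SE 0.74, adjusted p = 0.0073). Dihydroflavonol-4-reductase, the step before it, rose from 1.45 ± 0.469 in F to 37.8 ± 10.3 at R (log2 4.68, SE 0.58, adjusted p = 0.021). Flavanone 3-dioxygenase, which feeds that branch, rose from 0.155 ± 0.0399 in F to 11.9 ± 0.899 at R (log2 6.13, SE 0.80, adjusted p = 0.04). Chalcone synthase (CL10198.Contig2), the entry enzyme, rose from 22.7 ± 2.996 in F to 163 ± 5.83 at R (log2 2.85, SE 0.38, adjusted p = 0.038), while CL10198.Contig3 of the same name is not called at R (log2 1.94, adjusted p = 0.22). MYB113, an activator of anthocyanin genes, rose from 0 in F to 5.21 ± 2.08 at R (adjusted p = 0.042). Glutathione S-transferase F11, of a class tied to glucosinolate synthesis in other plants, rose from 0 in F to 92.3 ± 1.39 at R (adjusted p = 0.0084), and already had 25.7 ± 7.16 at D20 and 56.3 ± 40.5 at DT. The F12 unigene, of a class that carries anthocyanins to the vacuole, rose from 0 in F to 7.30 ± 2.07 at R (adjusted p = 0.043), with 3.65 ± 1.55 at DT. Desiccation-related protein PCC13-62, abundant in dry leaves of a related resurrection plant, had 0.598 ± 0.0426 in F and 23.5 ± 10.4 at R (log2 5.27, SE 0.75, adjusted p = 0.043 at R). It was higher before rehydration, with 48.55 ± 1.98 at D20 and 86.9 ± 25.6 at DT. In the other direction, CONSTANS-LIKE 5 (CL4661.Contig4), a relative of a flowering regulator, fell from 58.7 ± 3.58 in F to 4.16 ± 0.526 at R (log2 −3.81, SE 0.39, adjusted p = 0.0084). APRR5, a clock component, fell from 9.55 ± 0.123 in F to 1.40 ± 0.0577 at R (log2 −2.77, SE 0.40, adjusted p = 0.044). HAT3, a homeobox factor of leaf form, fell from 46.1 ± 2.80 in F to 6.90 ± 1.70 at R (log2 −2.74, SE 0.40, adjusted p = 0.044).

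In lists of growth, water transport and the leaf surface, more unigenes fell than rose at D20, while oleosins and caleosins mostly rose. Pectinesterase 2.1, which modifies wall pectin, fell from 196 ± 77.8 in F to 0.338 ± 0.189 at D20 and 1.20 ± 0.749 at DT (log2 −9.15, SE 0.97, adjusted p = 6.8e-05 at D20, and log2 −7.34, SE 0.88, adjusted p = 2.5e-04 at DT). Tubulin alpha-5, of the cytoskeleton, had 90.1 ± 34.4 in F, 65.1 ± 13.0 at D20 and 105 ± 18.8 at DT (log2 −0.47, adjusted p = 0.4 at D20). Aquaporin TIP1-1, a water channel of the vacuole, had 3716 ± 334 in F, 2356 ± 747 at D20 and 1686 ± 683 at DT (log2 −0.66, adjusted p = 0.44 at D20). Aquaporin PIP1-2, a channel of the plasma membrane, had 1182 ± 287 in F, 2232 ± 1276 at D20 and 1436 ± 215 at DT (log2 0.92, adjusted p = 0.34 at D20). Oleosin 1, a coat protein of oil bodies, rose from 0 in F to 20.0 ± 26.9 at D20 and 31.5 ± 11.3 at DT (at least 75.1-fold, adjusted p = 0.0075 at D20, and at least 118-fold, adjusted p = 0.0074 at DT). 3-ketoacyl-CoA synthase 6 (CL1257.Contig4), which makes wax chains, fell from 76.8 ± 17.3 in F to 0.169 ± 0.00288 at D20 and 0.780 ± 0.304 at DT (log2 −8.77, SE 0.58, adjusted p = 2.1e-05 at D20, and log2 −6.61, SE 0.51, adjusted p = 7.1e-05 at DT). EPFL9, a peptide that sets stomatal number, fell from 57.7 ± 3.69 in F to 0.787 ± 0.316 at D20 and 5.64 ± 0.792 at DT (log2 −6.17, SE 0.57, adjusted p = 4.0e-05 at D20, and log2 −3.35, SE 0.47, adjusted p = 5.9e-04 at DT). Histone H3.3, a replacement histone, had 194 ± 72.9 in F, 358 ± 15.4 at D20 and 370.5 ± 51.9 at DT (log2 0.89, adjusted p = 0.18 at D20). Of cell wall loosening genes, 13 of 100 tested rose and 51 fell at D20 (14 and 62 adjusted over the list alone). For cell wall loosening genes at D20, camera gives adjusted p = 3.5e-10, and adjusted p = 0.23 with an estimated correlation. Of histones and cyclins, 33 of 303 tested rose and 75 fell at D20 (33 and 76 adjusted over the list alone). Histones and cyclins counts at D20 are 11 and 57 without F replicate 2, 19 and 45 without D20 replicate 1, 17 and 44 without D20 replicate 2. Of tubulins, 0 of 60 tested rose and 30 fell at D20 (0 and 33 adjusted over the list alone). For tubulins at D20, camera gives adjusted p = 1.3e-08, and adjusted p = 0.13 with an estimated correlation. Of aquaporins, 7 of 50 tested rose and 21 fell at D20 (7 and 22 adjusted over the list alone). For aquaporins at D20, camera gives adjusted p = 0.0045, and adjusted p = 0.54 with an estimated correlation. Aquaporins counts at D20 are 2 and 15 without D20 replicate 1, 2 and 16 without D20 replicate 2. Of oleosins and caleosins, 9 of 14 tested rose and 2 fell at D20 (11 and 2 adjusted over the list alone). For oleosins and caleosins at D20, camera gives adjusted p = 0.0024, and adjusted p = 0.24 with an estimated correlation. Oleosins and caleosins counts at D20 are 5 and 2 without F replicate 1, 4 and 2 without F replicate 2, 5 and 2 without D20 replicate 1. Of cuticle and epidermis genes, 2 of 76 tested rose and 36 fell at D20 (2 and 40 adjusted over the list alone). For cuticle and epidermis genes at D20, camera gives adjusted p = 3.5e-10, and adjusted p = 0.062 with an estimated correlation. Cuticle and epidermis genes counts at D20 are 1 and 22 without D20 replicate 1, 1 and 24 without D20 replicate 2. Of vascular and secondary wall genes, 5 of 32 tested rose and 13 fell at D20 (6 and 13 adjusted over the list alone). Vascular and secondary wall genes counts at D20 are 2 and 9 without F replicate 2, 3 and 5 without D20 replicate 1, 2 and 8 without D20 replicate 2. Of guard cell genes, 6 of 35 tested rose and 19 fell at D20 (6 and 21 adjusted over the list alone). For guard cell genes at D20, camera gives adjusted p = 0.018, and adjusted p = 0.19 with an estimated correlation. CL4800.Contig2, D20 vs F, is not called without F replicate 1 or F replicate 2 or D20 replicate 2. CL4800.Contig2, DT vs F, is not called without F replicate 1 or F replicate 2.

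CL18141.Contig1, a unigene of 10052 nt named as a senescence-associated protein that takes up to 9.9% of fragments (D20 replicate 2), is annotated as rRNA in Nt and was weighed as ribosomal RNA under a protein name. Its log2 FPKM has r = −0.532 (permutation p = 0.11) with the summed FPKM of the other 211 unigenes annotated as rRNA, a value below the bound set for no relation. That bound was a poor one, because 16S and 23S rRNA make up 98.9% to 99.8% of the sum in F, DT and R and 10.3% to 67.5% at D75 and D20, so the sum does not measure the same molecules in all libraries. Against the 133 unigenes of other rRNA, r is 0.859 on log2 scales (0.919 without D20 replicate 2 and D75 replicate 2) and 0.61 on the linear scale (permutation p = 2e-05), and Spearman rho is 0.976 (permutation p = 4e-05), a test made after the first was seen. The linear r is under the 0.8 asked for on both scales, so the explanation may hold but stays undecided, and no biological explanation was tested.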
